# Effects of maize organ-specific drought stress response on yields from transcriptome analysis

**DOI:** 10.1186/s12870-019-1941-5

**Published:** 2019-08-01

**Authors:** Baomei Wang, Can Liu, Dengfeng Zhang, Chunmei He, Juren Zhang, Zhaoxia Li

**Keywords:** Drought, Maize, Yield, Comparative transcriptomics analysis, Ear, Ear leaf, Kernel

## Abstract

**Background:**

Drought is a serious causal factor of reduced crop yields than any other abiotic stresses. As one of the most widely distributed crops, maize plants frequently suffer from drought stress, which causes great losses in the final kernel yield. Drought stress response in plants showed tissue- and developmental stage-specific characteristics.

**Results:**

In this study, the ears at the V9 stage, kernels and ear leaf at the 5DAP (days after pollination) stage of maize were used for morphological, physiological and comparative transcriptomics analysis to understand the different features of “sink” or “source” organs and the effects on kernel yield under drought stress conditions. The ABA-, NAC-mediate signaling pathway, osmotic protective substance synthesis and protein folding response were identified as common drought stress response in the three organs. Tissue-specific drought stress responses and the regulators were identified, they were highly correlated with growth, physiological adaptation and yield loss under drought stress. For ears, drought stress inhibited ear elongation, led to the abnormal differentiation of the paired spikelet, and auxin signaling involved in the regulation of cell division and growth and primordium development changes. In the kernels, reduced kernel size caused by drought stress was observed, and the obvious differences of auxin, BR and cytokine signaling transduction appeared, which indicated the modification in carbohydrate metabolism, cell differentiation and growth retardation. For the ear leaf, dramatically and synergistically reduced the expression of photosynthesis genes were observed when suffered from drought stress, the ABA- and NAC- mediate signaling pathway played important roles in the regulation of photosynthesis.

**Conclusions:**

Transcriptomic changes caused by drought were highly correlated with developmental and physiological adaptation, which was closely related to the final yield of maize, and a sketch of tissue- and developmental stage-specific responses to drought stress in maize was drafted.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-019-1941-5) contains supplementary material, which is available to authorized users.

## Background

Due to anchoring by the root to a fixed spot, plants encounter various environmental stresses that affect growth and development during their life cycle. Among the environmental stresses, drought is one of the most serious stresses and ultimately causes crop yield reductions [1]. Maize is one of the most widely distributed food crops worldwide, with a total production surpassing that of wheat or rice [2]. Maize yield is severely limited by water [3].

The growth stages of maize can be divided into seedling growth (VE and V1), vegetative growth (V2, V3... Vn), flowering and fertilization (VT, R0, and R1) and grain filling and maturity (R2 to R6) [4]. Drought stress during the vegetative period can cause a reduced growth rate, prolong the vegetative growth stage, redirect the roots and alter the carbohydrate distribution in maize. Short-duration water deficits have been shown to cause 28–32% losses of dry weight during the rapid vegetative growth stage and 66–93% losses of dry weight during the tasseling and ear formation stages, respectively [5]. At the V9 stage, many potential ear shoots arise, and the number of kernel rows is determined [4, 6]. At approximately the V10 stage, the corn plant begins a rapid, steady increase in nutrient and dry weight accumulation, which continues into the reproductive stage. Additionally, long-term drought (21 days) during the pre-flowering stage has been shown to reduce the final sizes of certain leaves and internodes, delay tassel and silk emergence, and cause yield losses from 15 to 25% [7]. The potential of kernels per row is determined by at least V15 and potentially as early as the V12 stage, as drought stress at this stage will dramatically reduce the kernel number per plant [8, 9]. Five days of drought stress around the pollination stage results in abnormal embryo formation and a markedly decreased kernel number [10]. A decreased kernel set, primarily in apical ear regions, has also been observed in response to 5 days of drought stress during the pre-pollination and early post-pollination stages [11]. The ear leaf of maize contributes greatly to the accumulation of biomass due to photosynthesis. The photosynthate for kernel yield is largely produced by five or six leaves near and above the ear [12, 13]. Drought stress results in a dramatic decline in the photosynthetic rate, which hampers growth by reducing the size of the “source” in plants [9].

Gene regulation networks of drought stress response were surveyed and summarized mostly by using plants at the seedling stage. Numerous genes were identified during drought and osmotic stress in diverse plants (reviewed in [14–18]). Generally, they can be divided into abscisic acid (ABA)-dependent and other signaling pathways [19]. ABA is a major phytohormone involved in the drought stress response in plants; it is involved in stomatal closure and stress-responsive gene expression [19–21]. Other signaling pathways for drought stress include osmotic stress signaling [22, 23], the calcium-dependent pathway [24, 25], mitogen-activated kinase-mediated signaling [26, 27], phospholipid signaling [28–30] and reactive oxygen species (ROS) signaling [31, 32], among others.

Although global gene expression profiles in response to water deficit have been monitored in different tissues of maize by microarray hybridization and RNA-sequence experiments [33–40], the co-expression networks of different organs have not been established, and the correlation their contribution to the final yield have not yet been conducted. Plant responses to stress are dependent on the affected tissue or organ that performs different functions. The level and duration of stress (acute vs chronic) can have a significant effect on the complexity of the response [41]. In plants, the coordination of organ-specific response and whole-plant response to drought stress, the balance of tolerance and growth need to considered. Is the developmental retardation caused by drought stress consistent with the reduction of corn grain yield? What is the mechanism of yield reduction? It will be interesting to answer these questions.

In this study, when subjected to drought stress, three maize organs with different biological characteristics, including young ears on plants at the V9 stage and ear leaf and kernels of plants at 5 days after pollination (DAP), showed high correlations to the final yield of maize. To understand the coordination of the organ-specific and whole-plant drought stress response, the balance of “sink” (ear and kernel) and “source” (era leaf), a comparative transcriptome analysis was performed using the three organs mentioned from plants with or without drought stress treatment (Fig. 1a). Metabolism adjustment, osmotic adjustment, and protein folding acclimation were observed in all organs after drought treatment, and ABA-dependent and NAC-mediated stress response pathways were found. For the ear leaf, genes encoding photosynthesis proteins and net photosynthesis were dramatically and synergistically reduced, and the ABA- and NAC- mediate signaling pathway played important roles in the transcriptional regulation. For “sinks”, cell division, cell growth and primordium development were delayed in the ear, and endosperm differentiation was delayed in 5DAP kernel. Based on the transcriptome analysis, phytohormone signaling was involved in the subtle control and regulation process, especially auxin. A hypothesis integrating the metabolism adjustment, signaling alterations, and stress-protective processes is presented.

**Fig. 1:**
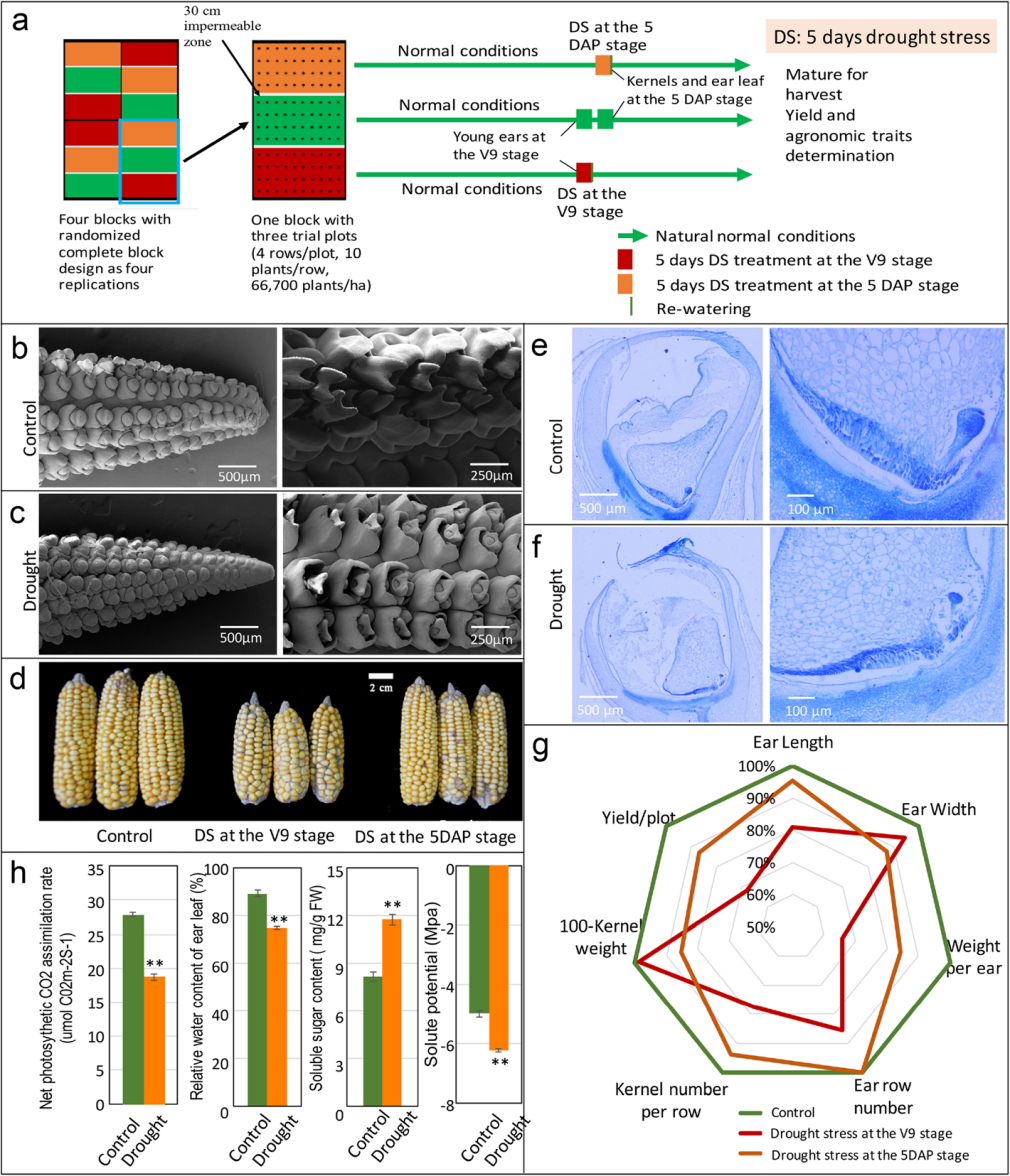
Experiment design, ear development, biomass accumulation in the kernel, agronomic traits changes in the plants and physiological changes in the ear leaf response to drought stress. **a** Schematic diagram of the experiment design, the stage of drought stress treatment and samples collection. **b** and **c** Morphological characteristics of the ears at the V9 stage under normal conditions (**b**) and drought conditions (**c**). **d** Mature ears from plants under control and drought conditions. **e** and **f** Morphological characteristics of the kernels and the basal endosperm transfer cell layer (BETL) at the 5DAP stage under normal conditions (**e**) and drought conditions (**f**). **g** Radar chart of agronomic traits changes of maize plants grew under control and drought stress conditions (at the V9 stage and 5 DAP stage). **h** Net photosynthesis, relative water content, soluble sugar content, and solute potential of the ear leaf at the 5DAP stage under control and drought conditions. All the plants were grown under natural conditions, normal nutrients, well-watered soil in the field until the designated stages. Two different drought stress treatments (5 days drought stress at the V9 stage (when the 10th leaf appeared) and 5DAP stage (when the silk appeared)) and a normal control were performed. The upper ear (at the V9 stage), the ear leaf and kernels on the upper ear (at the 5 DAP stage) from drought stress and control plants was collected for morphological analysis. After re-watering, the remaining plants were grown to maturity under suitable conditions, and then the agronomic traits were determined (original data in Additional file 1: Table S1). At least three biological repeats were sampled for a treatment, and each repeat contained organs from 4 plants. Values are the means of the replicates ± sd. ** was statistical significance with *P* < 0.01 by using a t-test

## Results

### Drought stress decreased the net photosynthesis rate and caused abnormal development

As elucidated in maize development, the ear at the V9 stage was undergoing primordium development, with the primordia determining the kernel rows. Kernel rows first initiate as “ridges” of cells that eventually differentiate into pairs of rows [4, 6]. Many potential spikelets were developing, and the number of kernel rows was determined at this stage. As shown in Additional file 1: Figure S1A, the average length of the ear was 2.55 cm under normal conditions and 1.95 cm when subjected to 5 days of drought stress. When the subsequent primordia were observed by scanning electron microscopy (SEM), their growth and development were delayed in plants subjected to drought stress, especially the upper part of the ear. For ears under control conditions, all the following primordia grow well to the tip of the ear, while in the ears subjected to drought, the development of subsequent primordia on the top part failed (Fig. 1b and c). As reflected in the mature ear (Fig. 1d and Additional file 1: Table S1), the ear length under drought stress conditions was significantly shorter than in the control (10.01 cm for drought stress and 12.36 cm for the control, grain numbers per row of 17.33 and 22.33, respectively), and the row number of ears was 12 under drought and 14 in the normal control. This showed that drought stress at the V9-V10 stage caused a reduced row number and no kernels on the upper part of the mature ear due to the disturbance of primordium development by drought stress.

Another stage that is sensitive to drought stress in maize is the grain fill period after pollination. During DAP1–4, the endosperm is composed of a large coenocyte in which nuclear divisions occur without cellularization [42, 43]. At approximately 6DAP, the endosperm differentiates into starchy endosperm, the basal endosperm transfer layer, the aleurone layer, and the embryo-surrounding region [43–46]. Five days drought stress treatment was performed after pollination for 24 h, and the kernels after the treatment were collected for morphological analysis. Paraffin sections indicated that whole kernel development was delayed, and the development of the basal endosperm transfer layer and embryo was particularly dramatically arrested by drought stress (Fig. 1e and f). Following maturation, the 100-grain dry weight was 20.33 g and 17.38 g, and kernel weight per ear was 59.75 g and 50.38 g under normal and drought stress conditions, respectively (Fig. 1g and Additional file 1: Table S1). As shown in Fig. 1g, there was difference in row number and slightly shorter ear length, but smaller kernels were observed between the plants subjected to drought stress and the control. The reduced grain weight by drought at this stage was due to the decrease in kernel size.

The ear leaf contributes greatly to the “source” for ear and kernel development as a photosynthesis factory. Here, the performance of the ear leaf at the 5DAP stage with and without drought stress treatment was observed. As shown in Fig. 1h, drought stress treatment led to a significant decline of the net photosynthetic rate (27.87 to 18.73 μmol CO_2_m^−2^S^− 1^, normal control to drought stress) and relative water content (RWC, 89 to 74%), while the soluble sugar contents (8.18 to 11.74 mg/g) and solute potential (− 6.34 Mpa to − 5.00 Mpa) were significantly increased. The analysis showed that the capability for photosynthesis was significantly arrested by drought stress treatment, and the “source” was reduced. Ultimately, the yield per plot was 2.31 kg under normal conditions and 1.57 kg (drought at V9) or 2.01 kg (drought at 5DAP) under drought stress (Fig. 1g and Additional file 1: Table S1). The yield loss during the treatment was due to the reduced “source” (soluble sugar content in leaves) and the “sink” (young ear or kernels).

### Overall differentially expressed genes (DEGs) in three organs in response to drought stress

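RNA sequencing was done on the maize inbred line B104 in 3 organs. The young ear was collected at V9, the stage with 9 collared leaves, and the ear leaf, which grows at the node that bears the ear, and the kernel were collected at 5 days after pollination. Each organ came from plants kept at a low soil water content for 5 days and from watered controls, with 2 libraries per organ and treatment and 4 plants in each library. The authors enriched mRNA with oligo(dT) beads and deposited, for each gene, an expected count and an FPKM. The expected count is an estimate of the reads that belong to a gene, with a fraction of a read where reads are shared between genes, and the FPKM is that abundance scaled to the length of the gene and the number of mapped reads. Rounded to whole numbers, the expected counts of the 12 libraries summed to between 3429219, in control ear leaf replicate 2, and 5452598, and the second smallest library held 5117208. The rounded counts were scaled with edgeR's TMM factors, which lay between 0.648 and 1.26, and 1 model of the 6 groups was fitted to the 26089 genes that passed edgeR's filter on low counts. Drought was compared with control within each organ by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DEGs had an adjusted p under 0.001 and an absolute log2 fold change of at least 1, the criteria that the paper gives. Standard errors (SE) of log2 fold changes come from the information matrix of the fitted model and the moderated quasi-dispersion of the gene. Abundances are counts scaled to the same library total after TMM (CPM), given as the mean ± SD of 2 libraries. A gene with 3 counts had between 0.466 and 1.31 CPM, and a fold change against a group in which no library exceeded 3 counts is given as a lower bound. Among genes with an average of at least 20 counts, the chi-square per gene between replicates, which is 1 under counting noise alone, was between 1.27 and 1.38 in the ear pairs and the drought pairs, 3.98 in the control ear leaf pair and 3.15 in the control kernel pair. The model estimates 1 spread per gene over the 6 groups, so it may understate the spread of these 2 control pairs. The p values for drought in the ear leaf and the kernel, and for differences between organs, may then be too small. Pooling 4 plants per library leaves the spread between single plants unknown.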

Young ear at the V9 stage and ear leaf and kernel at 5DAP from plants subjected to drought stress and grown under control conditions were used for RNA sequencing to identify the DEGs and pathways in response to drought stress (GEO Submission (GSE132113)). The total reads, base pairs, mapped reads, expressed genes and transcripts were listed in Additional file 1: Table S2. More expressed transcripts were identified in the ear and kernel compared to ear leaf. 

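Libraries of different size detect different numbers of genes, so each library was reduced, by calculation, to the 3429219 counts of the smallest library. At that depth, between 26149 and 26772 genes had at least 1 count in the 4 ear leaf libraries, between 27196 and 27500 in the ear libraries and between 28335 and 28499 in the kernel libraries. Every ear and kernel library detected more genes than every ear leaf library. Transcripts were not analysed here. The 100 most abundant genes took between 17.0% and 26.2% of the counts in the ear leaf libraries and between 10.7% and 11.8% in the ear libraries. In the kernel they took 11.4% and 12.1% in the control libraries and 18.2% in both drought libraries, so that the drought kernels detected more genes than the drought ear leaves at a share no smaller than theirs.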

The latter consisted of differentiated and terminal tissues. 

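In the ear, 1030 genes were upregulated and 858 were downregulated by drought, 1888 DEGs in total. The ear leaf had 4259 DEGs, with 1861 upregulated and 2398 downregulated, and the kernel had 7078, with 3564 upregulated and 3514 downregulated. The balance between directions depended on how the libraries were scaled. Without TMM factors, with library size only, the median log2 fold change of all tested genes moved from -0.01 to 0.05 in the ear, from -0.03 to 0.28 in the ear leaf and from 0.00 to -0.20 in the kernel. The DEGs were then 3099 upregulated and 1568 downregulated in the ear leaf, 2907 upregulated and 4458 downregulated in the kernel, and 1244 upregulated and 680 downregulated in the ear. With DESeq2 and its own size factors, 1687 genes were upregulated and 2294 downregulated in the ear leaf, 3015 and 3419 in the kernel, and 904 and 789 in the ear. The total number of DEGs moved most when the test was made against a log2 fold change of 1 instead of 0, which left 590 DEGs in the ear, 2097 in the ear leaf and 3766 in the kernel. Without a test, 4700 genes in the ear, 8130 in the ear leaf and 9633 in the kernel changed at least 2-fold, and leaving out a library at a time gave from 8442 to 8877 such genes in the ear leaf. Among DEGs whose drought libraries all lay beyond the control libraries, those ranked first by the log2 fold change of the model had 0 counts in both libraries of a treatment, where that value has no limit and does not order genes by size. In the ear, GRMZM2G154747 rose from 0 to 19.1 ± 2.16 CPM, at least 39.3-fold, GRMZM2G058070 rose from 0 to 14.5 ± 0.271 CPM, at least 29.8-fold, and GRMZM2G095725 fell from 5.59 ± 0.896 CPM to 0, at least 12.0-fold. In the ear leaf, GRMZM2G168365 rose from 0 to 104 ± 7.36 CPM, at least 96.6-fold, and AC208915.3 fell from 44.1 ± 5.02 CPM to 0, at least 65.8-fold. In the kernel, GRMZM5G899188 rose from 0 to 184 ± 29.3 CPM, at least 382-fold, and GRMZM2G084799 fell from 15.8 ± 1.14 CPM to 0, at least 28.1-fold. GRMZM2G042181, ranked after it, fell from 1386 and 1373 counts to 1 and 3, at least 393-fold.

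**Figure D1:**
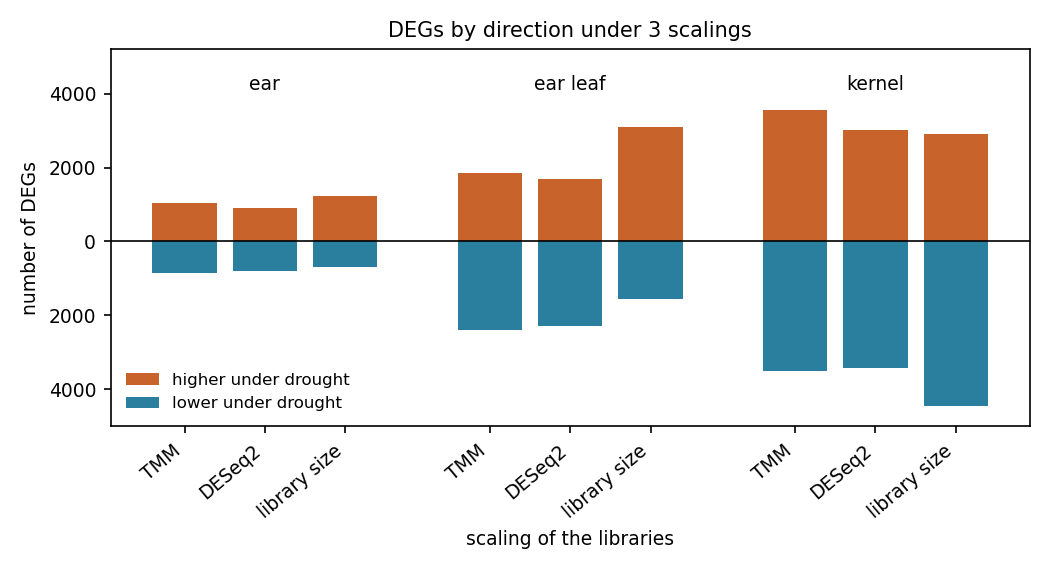
Number of DEGs higher (up) and lower (down) under drought in each organ with TMM factors, with DESeq2's size factors and with library size only. In the ear leaf, 1861 DEGs were higher with TMM factors and 3099 with library size only.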

As summarized in Fig. 2a, compared with the controls, 1136 upregulated and 689 downregulated genes were observed in the ear, 2357 upregulated and 1402 downregulated genes in the ear leaf, and 2627 upregulated and 3565 downregulated genes in the kernel. 

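Of the DEGs, 350 genes passed the criteria in the ear, the ear leaf and the kernel, and 255 of them changed in the same direction in the 3 organs. The count of shared genes ranged from 103, with the test against a log2 fold change of 1, to 606, with the adjusted p criterion at 0.05. When each organ was fitted alone, 229 genes were shared, and with DESeq2 316 were.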

When comparing the DEGs in different tissues, 292 genes showed consistent changes in the three tissues. The kernel shared 662 DEGs with the ear and 1014 DEGs with the ear leaf, while only 141 DEGs were shared in the ear and ear leaf (Fig. 2b and c). 

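The kernel and the ear shared 820 DEGs that were not DEGs in the ear leaf, the kernel and the ear leaf shared 1340 that were not DEGs in the ear, and the ear and the ear leaf shared 163 that were not DEGs in the kernel. Counting also the genes shared by the 3 organs, 93.1% of the 1170 genes shared by the ear and the kernel changed in the same direction. The share was 73.6% of the 1690 genes shared by the ear leaf and the kernel and 67.3% of the 513 shared by the ear and the ear leaf. Lists of the same sizes drawn at random from the tested genes would share 512 genes between the ear and the kernel, 1155 between the ear leaf and the kernel and 308 between the ear and the ear leaf. The ear was collected at an earlier stage than the other organs, so organ and stage are not separated in any comparison with it.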

To confirm the results, 22 genes with different transcript abundances were validated by real-time RT-PCR (Additional file 1: Figure S2). The expression of these genes showed good consistency between the two detection methods.

**Fig. 2:**
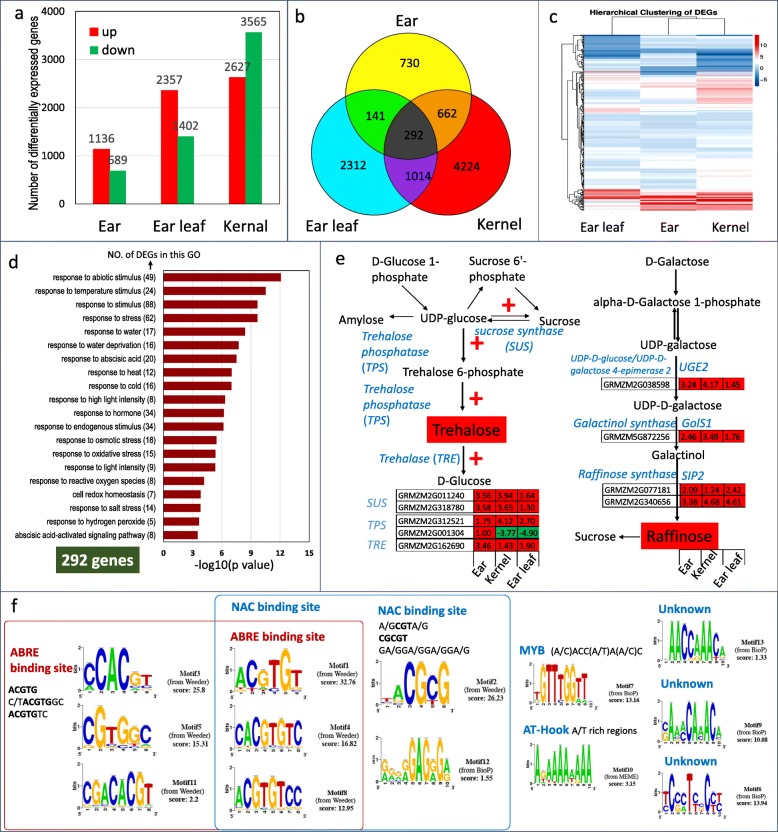
Overall differentially expressed genes (DEGs) in response to drought stress in ears at the V9 stage and in the ear leaf and kernel at the 5DAP stage. **a** The number of DEGs in ears at the V9 stage and the ear leaf and kernels at 5DAP. **b** Venn diagram showing the overlap of DEGs in the ear at the V9 stage and the ear leaf and kernels at 5DAP. **c** Heat map of the DEGs in the ear at the V9 stage and in the ear leaf and kernels at 5DAP in response to drought stress. **d** GO analysis of the 292 DEGs in all three organs. **e** DEGs in the synthesis of sucrose, trehalose and raffinose. **f** Upstream sequence motifs analysis of the 292 DEGs in all three organs. The upstream regions of the genes for common sequence motifs using PromZea (http://128.196.172.219/index.html). All the plants were grown under natural conditions, normal nutrients, well-watered soil in the field until the designated stages. Two different drought stress treatments (5 days drought stress at the V9 stage and 5DAP stage) and a normal control were performed. The upper ear (at the V9 stage), the ear leaf and kernel on the upper ear (at the 5 DAP stage) from drought stress and control plants was collected for RNA sequencing. Two biological repeats were sampled for a treatment, and each repeat contained organs from 4 plants for one library. The absolute values of log2 (drought/control) ≥1 and FDR < 0.001 were used as the criteria for DEGs. The color of the box represents up (red) and down (green)-regulated genes (drought/normal), and the value in the box is the log2 (drought/control) of the genes in the corresponding organs

Gene Ontology (GO) terms for response to light intensity, response to stress (drought, heat and oxidative stress), and regulation of the ABA-mediated signaling pathway were significantly enriched (Fig. 2d). 

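Table S3 of the paper lists 112 genes that the authors called in the 3 organs. Of these, 93 passed the criteria in all 3 organs, 81 of them upregulated in each organ and 2 downregulated in each organ. With library size only, 108 of the 112 passed in the 3 organs, and with Fisher's exact test on the summed counts of the replicates 111 did. Here and in later passages, Fisher's exact test on summed counts covers counting error only and leaves out the spread between replicates. The abscisic acid heading holds 18 genes, of which 18 in the ear, 16 in the ear leaf and 17 in the kernel were upregulated past the criteria. Their median log2 fold change was 2.03 in the ear, 2.27 in the ear leaf and 3.02 in the kernel. Of the 19 chaperone genes, 17, 12 and 16 were upregulated past the criteria in the ear, the ear leaf and the kernel, and 2, 2 and 3 were downregulated. Of the 20 genes for transcription factors, 16 in the ear, 16 in the ear leaf and 18 in the kernel were upregulated past the criteria. When p was adjusted over the genes of each heading alone, the counts for these headings did not change. The tables hold the paper's own calls on the same libraries, so this adjustment is no test of their stability. No gene under these 3 headings changed direction with library size only.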

Common drought response pathways identified in the three organs included the ABA-dependent signaling pathway, osmotic protective substance synthesis, protein folding and NAC TF (transcription factor)-mediated drought response (Fig. 2e, Additional file 2: Table S3). 

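Table S3 lists 2 genes of sucrose synthase, 3 of trehalose metabolism, 3 of raffinose metabolism and 1 of proline synthesis. The sucrose synthase genes were upregulated in each organ, with log2 fold changes of 1.05 and 1.35 in the ear leaf and medians of 3.68 in the ear and 4.12 in the kernel. Genes of the tables that the Results text does not name by identifier were picked out here, and in later passages, after their values were seen. Trehalose genes did not all move the same way. The trehalase gene TRE1 (GRMZM2G162690) rose in the 3 organs (log2 fold change 3.37 in the ear, 1.60 in the ear leaf and 1.72 in the kernel), as did TPS11 (GRMZM2G312521, 1.66, 2.35 and 4.31). TPS1 (GRMZM2G001304) fell in the ear leaf (log2 fold change -5.21, SE 0.37, adjusted p = 2.3e-16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in the kernel (-3.56, SE 0.25) and rose by 0.91 in the ear, below the criterion. The raffinose genes rose in each organ, most strongly GRMZM2G340656, a SIP2 homolog, with log2 fold changes of 3.27, 4.27 and 4.87. This gene took 2.60% of all counts in drought kernel replicate 1, the largest share of any gene there. P5CS2 (GRMZM2G028535), for proline synthesis, rose by 1.12 in the ear and 1.11 in the ear leaf on the log2 scale, and from 383 and 402 counts to 939 and 959 in the kernel. Of the 7 genes under the heading for reactive oxygen species, 4 passed the criteria in the 3 organs and 2 of them rose in each. The thylakoid ascorbate peroxidase TAPX (GRMZM2G006791) rose in the ear (1.44) and the kernel (1.47) and fell in the ear leaf (-1.66). PCR2 (GRMZM2G151230) also fell in the ear leaf (-1.75) and rose in the kernel, from 1 count in each control library to 121 and 95. None of these genes changed direction with library size only.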

In all three organs, genes encoding the enzymes involved in the synthesis of sucrose, trehalose, raffinose and proline and genes encoding peroxidase, thioredoxin and oxidative stress, which contribute to ROS scavenging, were also largely induced by drought stress (Additional file 2: Table S3). 

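The heading for proteins induced by drought in Table S3 holds 11 genes, all higher under drought in each organ under TMM and library size scaling. All 11 passed the criteria in the ear and the kernel and 10 in the ear leaf, with median log2 fold changes of 4.08, 7.04 and 3.07. With a library left out, the median ran from 3.75 to 4.76 in the ear and from 6.51 to 7.23 in the kernel. In the ear leaf it ran from 2.22 to 3.96. Among the 11 are 3 genes for late embryogenesis abundant (LEA) proteins. GRMZM2G096475 had log2 fold changes of 4.08 (SE 0.30) in the ear, 5.94 (SE 0.28) in the ear leaf and 7.16 (SE 0.17) in the kernel. The LEA4-5 homologs GRMZM2G448627 and GRMZM6G192875 had at most 2 counts in each control library of the ear and the ear leaf, so that their rises there are known only as lower bounds. In the kernel their log2 fold changes were 6.45 and 7.04. The drought effect was larger in the kernel than in the ear leaf for 8 of the 11 genes and larger in the ear leaf for none (interaction adjusted p under 0.05). Scaled by library size, 2 of the 11 had a larger effect in the ear leaf.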

Late embryogenesis abundant and some other drought-induced protein families were also accumulated (Additional file 2: Table S3), which could facilitate the adaptation of plants to water deficit. The other significantly changed process was the protein folding process, including the dramatic induction of heat shock protein (HSP). 

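HSP101 (GRMZM2G360681) rose by 3.39 on the log2 scale in the ear (SE 0.08) and by 2.85 in the kernel (SE 0.07), and by 0.71 in the ear leaf (SE 0.08), below the criterion. The HSP70 gene GRMZM2G310431 rose by 1.37, 1.79 and 2.25 in the ear, the ear leaf and the kernel, and HSC70 (GRMZM2G366532) by 6.09, 2.36 and 6.62. The 8 small heat shock protein genes of Table S3 were higher under drought in each organ under both scalings. All 8 passed the criteria in the ear and the kernel, with medians of 2.97 and 3.96, and 4 passed in the ear leaf, with a median of 2.12. With Fisher's exact test on summed counts, which leaves out the spread between replicates, all 8 passed in the ear leaf. Over the 19 chaperone genes, the drought effect was larger in the kernel than in the ear leaf for 14 and smaller for 1 (interaction test, adjusted p under 0.05).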

As shown in Additional file 2: Table S3, genes encoding HSP 101, HSP 70 and small HSPs were dramatically induced by drought stress, especially the small HSPs (five HSP20, two HSP17.6, and one DNAJ-like 20). 

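GRMZM2G098696, a homolog of AtHSFB2A, rose from 4.29 ± 0.0418 to 32.8 ± 1.99 CPM in the ear, a log2 fold change of 2.93 (SE 0.21, adjusted p = 2.1e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was 2.30 (SE 0.26) in the ear leaf and 2.13 (SE 0.12) in the kernel. The alternative that moved these values most left out control ear leaf replicate 1, which gave 1.91 in the ear leaf. GRMZM2G105348, a homolog of AtHSFC1, had between 4 and 10 counts in each control library of the ear and the kernel, and rose from 1.22 ± 0.593 to 93.1 ± 8.15 CPM in the ear (log2 fold change 6.23, SE 0.40) and from 1.05 ± 0.590 to 116 ± 13.2 CPM in the kernel (6.77, SE 0.43). Its level in the control ear leaf was higher, 15.1 ± 1.57 CPM, and the rise there was smaller, with a log2 fold change of 1.08 (SE 0.20, adjusted p = 3.6e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The drought effect on GRMZM2G105348 was different between the ear leaf and the ear (log2 difference -5.15, interaction adjusted p = 7.6e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between the kernel and the ear no difference was detected (0.54, SE 0.59).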

Two heat shock TFs were also largely induced: one was the homolog of AtHSFB2A (GRMZM2G098696, 8.11-fold (log 2 value was 3.02, both log 2 value and ratio in the supplemental tables and log 2 value in the figures) in the ear, 5.78-fold in the ear leaf and 3.81-fold in the kernel), and the other was the homolog of AtHSFC1 (GRMZM2G105348, 81.91-fold in the ear, 2.73-fold in the ear leaf and 97.21-fold in the kernel). AtHSFB2A was a key component of heat stress signaling [47, 48]. These heat shock TFs may act as a connection between drought stress and cytosolic protein folding. Metabolic adjustment, osmotic adjustment, and protein folding acclimation were observed in all organs after drought treatment, and therefore, we deduced that a common mechanism regulates these responses.

To better understand the coordinate regulation of genes in all the tissues, we analyzed the upstream regions of the 292 genes for common sequence motifs using PromZea. Thirteen candidate motifs were identified enriched in the promoters of these genes (Fig. 2f), 6 of them with the core ABA-responsive element (ABRE) binding site (ACGTG) and 5 with identified NAC TFs binding site. That means two candidate regulatory systems were played roles in all the tissues: ABA-dependent and NAC-mediated stress response pathways. 

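The β-Ohase 1 gene GRMZM2G382534 rose most in the ear leaf, from 3.50 ± 1.87 to 114 ± 5.01 CPM, a log2 fold change of 4.91 (SE 0.31, adjusted p = 6.5e-18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This log2 fold change lay between 4.56 and 5.70 with a library left out. In the ear the gene rose by 2.17 (SE 0.20) and in the kernel by 1.52 (SE 0.13). The effect in the ear leaf exceeded that in the ear by 2.74 (SE 0.37, interaction adjusted p = 2.5e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across all genes the interaction tests found 9360 differences between the ear leaf and the ear, 10244 between the kernel and the ear and 11957 between the kernel and the ear leaf at an adjusted p under 0.05, and DESeq2 found 8128, 8657 and 10731. NCED9 (GRMZM2G014392) rose by 2.02 in the ear (SE 0.21), 2.30 in the kernel (SE 0.15) and 1.55 in the ear leaf (SE 0.22). Every drought library lay above every control library for both genes in each organ.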

As shown in Additional file 2: Table S3, the ABA biosynthesis genes β-Ohase 1 (GRMZM2G382534, 4.84-, 2.49- and 42.40-fold in the ear, kernel and ear leaf respectively) and NCED9 (GRMZM2G014392, 4.33-, 4.28-, and 3.57-fold in the ear, kernel and ear leaf respectively) were induced by drought stress. Interestingly, 12 ABA-induced PP2Cs were also significantly upregulated by drought stress, including four HAI (Highly ABA-Induced) homologs and eight HAB (Hypersensitive to ABA) homologs, which work as positive and negative regulator of ABA signaling [49, 50]. 

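Tables S3 to S7 list 13 genes whose best hit is HAI1 to HAI3, HAB1, HAB2, AHG1 or ABI1, a set put together after the values were seen. All 13 were higher under drought in each organ under both scalings, and 12, 10 and 13 passed the criteria in the ear, the ear leaf and the kernel. In all 3 organs at once, 10 of them passed. The median log2 fold change of the 13 was 1.71 in the ear, 2.21 in the ear leaf and 3.34 in the kernel, with a range from 0.64 to 4.86 over the organs. The effect was larger in the kernel than in the ear for 10 of the 13 and larger in the ear for none (interaction test, adjusted p under 0.05).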

Twenty TFs were identified as differentially expressed in all three organs. 

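Of the 20 transcription factor genes of Table S3, 17 passed the criteria in all 3 organs, 14 of them higher and 1 lower in each organ. All 20 passed in the ear and in the kernel and 17 passed in the ear leaf. The median log2 fold change was 2.14 in the ear, 1.61 in the ear leaf and 2.84 in the kernel, and the strongest fall was -3.01, in the ear leaf.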

Five NAC TFs were significantly induced, including three ATAF2 homologs (GRMZM2G347043, 5.95-, 35.21- and 8.39-fold upregulated, GRMZM2G336533, 30.40-, 17.16- and 13.36-fold upregulated and GRMZM2G123667, 10.46-, 2.50- and 3.61-fold upregulated in the ear, kernel and ear leaf respectively), one NAC002/ATAF1 homolog (GRMZM2G014653, 5.97-, 16.56 and 3.13-fold upregulated in the ear, kernel and ear leaf) and one NAC047 (GRMZM2G134073, 2.23- and 2.33-fold upregulated in the kernel and ear leaf). 

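GRMZM2G347043 rose from 16.0 ± 0.120 to 648 ± 9.44 CPM in the kernel, a log2 fold change of 5.34 (SE 0.12, adjusted p = 1.9e-24, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by 2.47 in the ear and 2.74 in the ear leaf. For GRMZM2G336533 the log2 fold change was 4.83 in the ear (SE 0.69), 4.29 in the kernel (SE 0.26) and 3.25 in the ear leaf (SE 0.45). Its replicates differed, with 14 and 0 counts in the control ears and 191 and 351 in the drought ear leaves. GRMZM2G018553, which carries the same RefSeq locus, held 0 and 12 counts in those ears and 164 and 1 in those ear leaves, and the summed CPM of the pair in the drought ear leaves were 78.5 and 79.4. With the pair summed, the log2 fold change was 4.08 in the ear, 4.31 in the kernel and 3.73 in the ear leaf. The summed CPM in the control ear leaves still differed, with 7.94 and 3.92. GRMZM2G123667 rose by 3.34 in the ear, from 4 counts in each control library, by 1.57 in the kernel and by 1.47 in the ear leaf. GRMZM2G014653, the NAC002/ATAF1 homolog, rose by 2.42, 4.20 and 1.29 in the ear, the kernel and the ear leaf, with an effect in the kernel larger than in the ear leaf by 2.91 (SE 0.12). The NAC047 homolog GRMZM2G134073 rose by 1.34 in the kernel (SE 0.11) and by 0.87 in the ear leaf (SE 0.11, adjusted p = 1.3e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where it was below the log2 criterion. Scaled by library size, its log2 fold change in the ear leaf was 1.21 and it passed. From motifs upstream of the shared genes and from these abscisic acid and NAC genes, the paper proposes that pathways through abscisic acid and through NAC proteins act in all of the organs.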

All these NAC TFs have been reported to be involved in the stress response and development [51, 52]. Overexpression of NAC002/ATAF1 activates TREHALASE1 expression and leads to reduced trehalose-6-phosphate levels and a reduced sugar starvation metabolome [53]. In addition, ATAF2 regulates auxin biosynthesis [54] and BR catabolism [55], while NAC002/ATAF1 regulates ABA biosynthesis [56] in Arabidopsis. The upregulation of ATAF1/2 homolog genes in the maize response to drought stress may not only be involved in the sugar starvation response but also impact plant hormone levels and metabolic adjustment.

### Effects of drought stress on young ear development and cell division based on transcriptome analysis

As shown in Fig. 1, drought stress at the V9 stage significantly inhibited primordium development, which contributed to the spikelets and determined the number of kernels and the ear weight. Transcriptome analysis showed that the expression of genes involved in nucleosome assembly, cell division and growth for the formation of anatomical boundaries were significantly altered by drought stress (Fig. 3, Additional file 2: Table S4). 

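All 30 genes under the nucleosome heading of Table S4 were downregulated past the criteria in the ear, also when p was adjusted over these genes alone. The median of their log2 fold changes was -1.93, from -2.38 to -1.12, and was -1.83 with library size only. The count was 30 under each of the 6 alternatives tried. Of the 30 genes under cell division and growth, 20 were downregulated and 8 were upregulated past the criteria, and the count lay between 27, with DESeq2, and 29, with library size only. This heading holds 6 expansin genes, of which 4 were upregulated and 1 downregulated past the criteria, with log2 fold changes from -2.81 to 2.78. In the kernel, 25 of the nucleosome genes were downregulated past the criteria, with a median of -1.97. In the ear leaf, 2 were upregulated and none downregulated past the criteria, and 27 of the 30 had a less negative drought effect in the ear leaf than in the ear (interaction test, adjusted p under 0.05). The list holds genes that the paper called in these ear libraries, which favours a stronger fall in the ear than in the other organs. Between the scalings, 8 of the 30 changed direction in the ear leaf and 1 in the kernel. The paper states that drought at V9 altered the expression of genes for nucleosome assembly, cell division and growth in the ear.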

Eleven genes encoding histone 3, 12 genes encoding histone 4, 2 genes encoding histone 2, and 4 genes encoding histone 1 were significantly downregulated by drought stress (Fig. 3a). 

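Each of the histone genes of Table S4 passed the criteria in the ear. The 11 histone 3 genes had log2 fold changes from -2.38 to -1.85, with a median of -2.13. For the 12 histone 4 genes the median was -1.91, and for the 4 histone 1 genes it was -1.62. The 2 histone 2 genes fell by 1.46 and 1.81 on the log2 scale. With any library left out, all of them stayed at least 2-fold lower under drought in the ear.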

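Table S4 lists 8 genes of A-type and B-type cyclins, and all 8 were downregulated past the criteria in the ear and were lower with library size only as well. The 3 CYCB1;2 homologs GRMZM2G005619, GRMZM2G034647 and GRMZM2G073003 had log2 fold changes of -1.41, -1.63 and -1.54. Those of the CYCB2;3 homologs GRMZM2G073671 and GRMZM2G138886 were -1.23 and -1.50, and CYCB2;4 (GRMZM2G061287) had -1.65. CYCA3;1 (GRMZM2G178215) fell by 1.37 (SE 0.26) and CYCA3;4 (GRMZM2G026346) by 1.27 (SE 0.15). In the kernel, 7 of the 8 were downregulated past the criteria. None passed in the ear leaf, but the interaction between the ear leaf and the ear had an adjusted p under 0.05 for 0 of the 8 genes, so a difference between these organs was not detectable.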

The downregulation of CYC1; 2, CYC2; 3, CYC3; 1 and CYC3; 4 indicated a reduction of cell division (Fig. 3b, Additional file 2: Table S4). Identification of the regulator in this process is merited to modify the maize yield under drought stress conditions. 

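The AUX1-like gene GRMZM2G067022 fell from 11.2 ± 1.56 to 2.49 ± 0.670 CPM in the ear, a log2 fold change of -2.15 (SE 0.31, adjusted p = 7.6e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and GRMZM2G149481 had -1.13 (SE 0.10). ABP1 (GRMZM2G078508) had a log2 fold change of -1.08 (SE 0.18), and with library size only it was -0.99 and no longer passed. The auxin efflux transporter GRMZM2G050089 rose by 0.98 (SE 0.12, adjusted p = 1.5e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just under the log2 criterion, and passed when the ear was fitted alone (1.01) and with library size only (1.08). IAA7/AXR2 (GRMZM2G079200) rose from 3.64 ± 0.0528 to 12.0 ± 0.839 CPM (1.71, SE 0.22). The IAA3/SHY2 genes GRMZM2G115357 and GRMZM2G152796 rose by 2.69 (SE 0.12) and 2.45 (SE 0.44). GRMZM2G152796 had 17 and 6 counts in the control ears, and its log2 fold change lay between 1.91 and 3.36 with a library left out.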

By comparison, auxin was the most altered hormone signaling cascade, as demonstrated by the inhibited expression of two AUX1-like auxin influx transporters (GRMZM2G067022, 0.25-fold and GRMZM2G149481, 0.48-fold), the downregulation of ABP1 (auxin-binding protein 1, GRMZM2G078508, 0.49-fold), and the upregulated expression of one auxin efflux transporter (GRMZM2G050089, 2.12-fold), one IAA7/AXR2 (GRMZM2G079200, 3.55-fold), two IAA3/SHY2 (GRMZM2G115357, 6.97-fold and GRMZM2G152796, 5.99-fold) and some other auxin response genes such as GH3 and SAUR-like auxin-responsive family genes (Fig. 3d). Both the *axr2–1* and *axr3–1* exhibited strong insensitivity to ABA for embryonic axis elongation [57–59] . IAA3/SHY2, AUX1/LAX3 are required for auxin signaling that activates LBD16/ASL18 and LBD18/ASL20 to control lateral root development [60, 61]. Analysis of the DEGs in auxin signaling pathways revealed that these IAA-modulated developmental processes were altered in drought stress, which induced growth retardation. The GO terms relative to development and growth were also significantly different between control and drought conditions (Fig. 3c). The decreased cell division and growth due to drought stress caused a change in meristem activity and led to modified structural development.

**Fig. 3:**
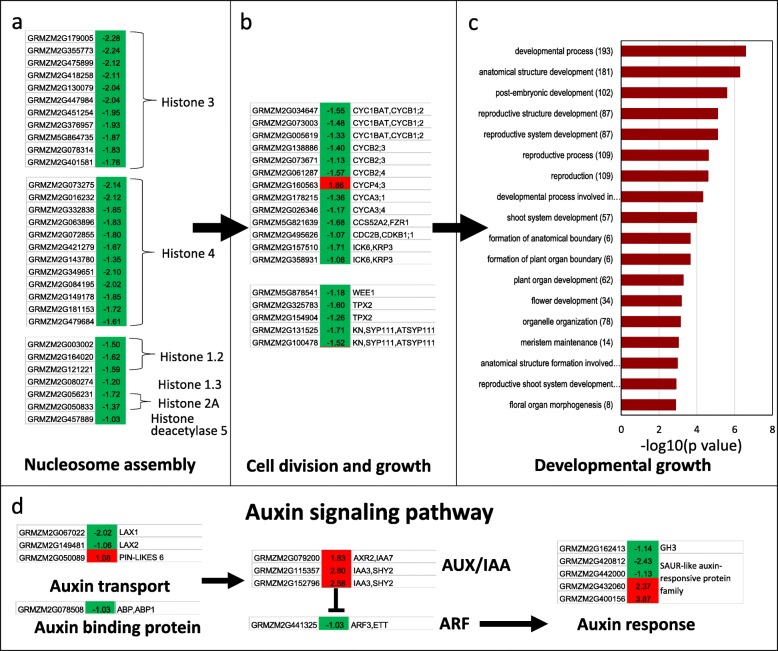
DEGs in ears at the V9 stage in response to drought were involved in nucleosome assembly, cell division and growth, auxin signaling and the development process. **a** Downregulated genes involved in nucleosome assembly. **b** Downregulated genes involved in cell division and growth. **c** GO term analysis of DEGs in ears at V9 stage showed enrichment of the organ development process. **d** DEGs involved in the auxin signaling pathway. All the plants were grown under natural conditions, normal nutrients, well-watered soil in the field until the designated stages. Drought stress treatments (5 days drought stress at the V9 stage) and a normal control were performed. The upper ear from drought stress and control plants was collected for RNA sequencing. The absolute values of log2 (drought/control) ≥1 and FDR < 0.001 were used as the criteria for DEGs. The color of the box represents up (red) and down (green)-regulated genes (drought/normal), and the value in the box is the log2 (drought/control) of the genes in the ear (drought/normal) at the V9 stage

Here, the significant upregulation of four NAC081/ATAF2 (GRMZM2G347043, 5.95-fold, GRMZM2G123667, 10.36-fold, GRMZM2G068973, 14.56-fold and GRMZM2G336533, 30.40-fold) and one NAC002/ATAF1 (GRMZM2G014653, 5.97-fold) and the downregulation of the homologs of NAC031/CUC3 (GRMZM2G430522, 0.45-fold), NAC098/CUC2 (GRMZM2G139700, 0.42-fold) and NAC047 (GRMZM2G134073, 0.40-fold) in response to drought stress treatment were observed compared with the ears under normal conditions (Additional file 2: Table S4). 

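GRMZM2G068973 had 2 counts in each control ear and 28 and 29 under drought, which makes it at least 9.14-fold higher (adjusted p = 8.1e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The CUC3 homolog GRMZM2G430522 fell from 56.0 ± 3.70 to 24.5 ± 2.34 CPM, a log2 fold change of -1.20 (SE 0.14). The CUC2 homolog GRMZM2G139700 had 65 and 76 counts in the control ears and 34 and 25 under drought. Its log2 fold change of -1.31 (SE 0.34) had an adjusted p of 0.0032 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and did not pass the criterion of 0.001. NAC047 (GRMZM2G134073) fell from 12.8 ± 0.699 to 5.06 ± 0.753 CPM in the ear (-1.33, SE 0.22). Its drought effect was therefore opposite to that in the kernel, with a difference of 2.68 (SE 0.24, interaction adjusted p = 3.9e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Besides the direction of these genes, the paper cites published roles of CUC2 and CUC3 and shows delayed primordia in ears under drought. It concludes that lower CUC2, CUC3 and NAC047 retarded the development of the ear.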

CUC2 and CUC3 have been reported to participate in the regulation of shoot meristem boundary and formation and subsequent development [62, 63]. ATAF1/2 have been reported not only as the central regulator of plant defense and light-mediated seedling development but also as a regulator of hormone metabolism, such as BR, auxin and ABA [54–56]. The downregulation of homologs of NAC031/CUC3, NAC098/CUC2 and NAC047 in response to drought stress treatment undoubtedly retarded ear development. The collaborative regulation of auxin, ABA and NAC was involved in the responses to drought stress in ear development in maize.

### Effects of drought stress on kernel development and yield

As shown in Fig. 1, the significant developmental change caused by drought at the 5DAP stage was a delay or abnormal endosperm differentiation (Fig. 1), which ultimately led to a small kernel size. GO terms related to metabolic process, cell wall biosynthesis process, cytokinesis, epidermal morphogenesis and organ development were enriched in response to drought stress at this stage (Fig. 4a, Additional file 2: Table S5). A significant change was observed in carbohydrate metabolism pathways. 

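Of the 82 genes under glycolysis and the TCA cycle in Table S5, 52 were downregulated and 19 upregulated past the criteria in the kernel, 71 also when p was adjusted over these genes alone. Their median log2 fold change was -1.18, from -3.31 to 6.80, and the median over all tested genes was 0.00. The paper had called these genes in the same kernel libraries, by criteria that select on size and not on direction. The distance between these medians is therefore no test of a shift of the whole pathway. With library size only, where the median of all genes was -0.20, 63 were downregulated and 19 upregulated past the criteria. Of the 17 genes of trehalose metabolism, 12 were higher and 5 lower under drought under both scalings, with a median of 2.19. The 10 genes of trehalose synthase all passed, 8 upregulated and 2 downregulated, with log2 fold changes from -3.56 to 4.60. Enzyme activity was not analysed here.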

Glycolysis and TCA pathway activities were significantly reduced; however, the synthesis of trehalose, which aids in the osmotic adjustment response to stress, was significantly increased (Fig. 4b). Amylose synthesis was decelerated (Fig. 4c), and disaccharide and polysaccharide utilization was accelerated, potentially due to the reduced supply of photosynthate. Moreover, under unfavorable conditions, the kernel attempted to use more carbohydrates to cope with the unfavorable environment instead of undergoing rapid cell divisions and cellularization.

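The 8 genes of starch synthesis in Table S5 were downregulated past the criteria in the kernel, with a median log2 fold change of -1.36. The strongest fall was in APL2 (GRMZM2G027955, -2.57, SE 0.09, adjusted p = 3.0e-19, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the weakest, in APS1 (GRMZM2G106213), lay just past the log2 criterion. The 3 genes of beta-amylase were upregulated, from 1.70 to 5.95. Of the 5 sucrose synthase genes, 4 were upregulated and 1 was downregulated, with a median of 4.12. The beta glucosidase genes were mostly lower, with 6 of 9 downregulated and 2 upregulated past the criteria. All these directions held with library size only. From genes of carbohydrate metabolism such as these, the paper concludes that the kernel under drought built less starch and used more of its sugars.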

**Fig. 4:**
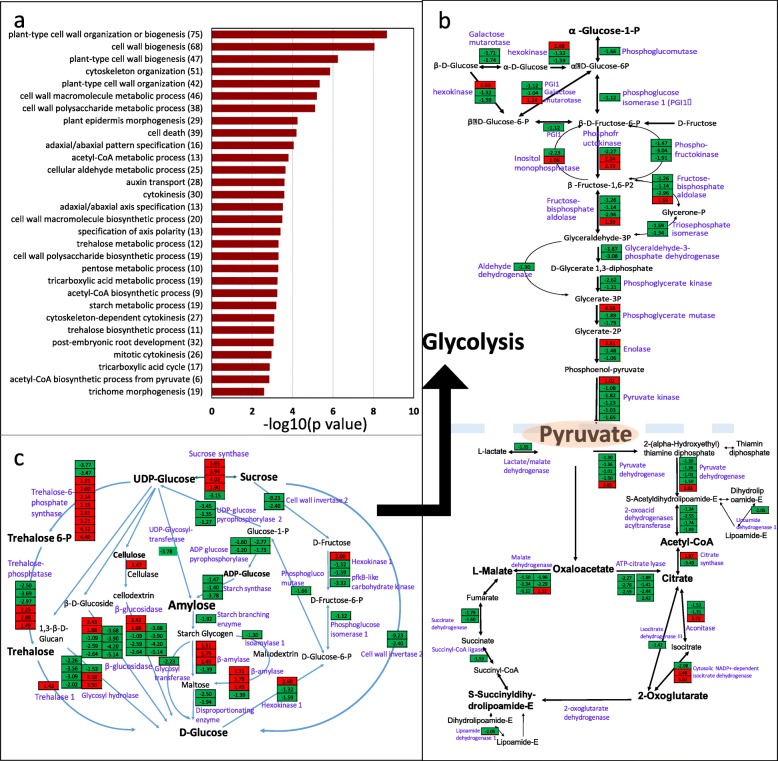
Go terms and pathway analysis of DEGs in kernels at the 5DAP stage showed that carbohydrate metabolism and development process were significantly changed after drought stress. **a** GO term analysis of the DEGs in kernels in response to drought stress showed an enrichment in carbohydrate metabolism and organ development process. **b** DEGs in carbohydrate metabolism (glycolysis and TCA cycle). **c** DEGs in carbohydrate metabolism (Starch and sucrose metabolism). All the plants were grown under natural conditions, normal nutrients, well-watered soil in the field until the designated stages. Drought stress treatments (5 days drought stress at the 5DAP stage) and a normal control were performed. The kernel on the upper ear from drought stress and control plants was collected for RNA sequencing. The absolute values of log2 (drought/control) ≥1 and FDR < 0.001 were used as the criteria for DEGs. The color of the box represents up (red) and down (green)-regulated genes (drought/normal), and the value in the box is the log2 (drought/control) of the genes in the kernel at the 5DAP stage. Schematic of the pathways modified according to the KEGG

During kernel development, phytohormones play important roles, especially auxin signaling. As shown in Fig. 5 and Additional file 2: Table S5, auxin polar transport was reduced by drought stress because of the downregulation of four AUX1/LAX genes (AUX1/GRMZM2G127949, 0.22-fold, LAX1/GRMZM2G067022, 0.05-fold, LAX1/GRMZM2G045057, 0.02-fold, and LAX2/GRMZM2G045057, 0.12-fold) and one PIN1 gene. 

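Of the 59 auxin genes of Table S5, 22 were upregulated and 31 downregulated past the criteria in the kernel, and Fisher's exact test on summed counts, the alternative furthest from this, called 58. AUX1 (GRMZM2G127949) fell from 217 ± 13.7 to 54.4 ± 1.15 CPM, a log2 fold change of -1.99 (SE 0.09, adjusted p = 5.9e-17, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LAX1 (GRMZM2G067022) had 93 and 79 counts in the controls and 4 and 5 under drought (-3.99, SE 0.48). GRMZM2G045057 fell from 47 and 39 counts to 0 and 1, at least 12.3-fold. Table S5 gives GRMZM2G045057 and GRMZM2G129413 as LAX2, and the latter fell from 66 and 52 counts to 12 and 2, a log2 fold change of -2.83 (SE 0.43). PIN5 (GRMZM2G040911) had a log2 fold change of -3.76 (SE 0.54). The efflux carrier gene PILS1 (GRMZM2G007481) rose, from 2 and 1 counts to 50 and 108.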

ZmPIN1-mediated auxin fluxes facilitate auxin accumulation and promote kernel differentiation [64]. In this study, both auxin influx and efflux were affected by drought stress. 

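TAR2 (GRMZM2G127160), whose enzyme acts on tryptophan, rose in the kernel by 3.38 on the log2 scale (SE 0.30, adjusted p = 4.2e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The aldehyde oxidase genes GRMZM2G044469 and GRMZM2G141473 rose by 1.55 and 2.29, and the aldehyde dehydrogenase genes GRMZM2G118800 by 2.92 and GRMZM2G130440 from 1112 and 1189 counts to 2734 and 2822. YUC3 (GRMZM2G132489), also a gene of auxin synthesis, fell from 127 and 96 counts to 4 in each drought library (-4.53, SE 0.57).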

Local auxin biosynthesis was promoted, especially the conversion of tryptophan to indole-3-acetaldehyde and then to indoleacetate (IAA) (Fig. 5a), and the input was reduced. Together with the change in the local auxin concentration, auxin signaling was also altered. As shown in Fig. 5a and Additional file 2: Table S5, IAA2 (3.95-fold), IAA3 (3.28-fold), IAA7 (10.52-fold), IAA8 (2.58-fold), IAA13 (2.90-fold) and IAA26 (13.06-fold) were upregulated and two IAA16 (0.19-fold and 0.12-fold), one IAA27 (0.47-fold) and one IAA3 (0.32-fold) were downregulated in the kernel in response to drought stress treatment compared with the control. 

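In the kernel, IAA26 (GRMZM2G057067) and IAA7 (GRMZM2G079200) rose most, with log2 fold changes of 3.89 (SE 0.21) and 3.48 (SE 0.27). The others that rose were IAA2 (GRMZM2G000158, 2.19), IAA3 (GRMZM2G115357, 1.91), IAA13 (GRMZM2G030465, 1.82) and IAA8 (GRMZM2G130953, 1.45). The IAA16 genes GRMZM2G077356 and GRMZM2G159285 fell, with -2.22 and -2.82, as did the IAA3 gene GRMZM2G079957, with -1.42. IAA27 (GRMZM2G147243) had a log2 fold change of -0.88 (SE 0.07, adjusted p = 4.5e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the log2 criterion.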

Accompanying AUX/IAA, one ARF1 (0.28-fold), three ARF3 (0.19-, 0.36- and 0.07-fold), one ARF6 (0.36-fold), one ARF11 (0.28-fold) and an IBR1 (0.49-fold) were downregulated. 

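ARF3 (GRMZM2G437460) fell most, from 489 and 534 counts to 36 and 38, with a log2 fold change of -3.56 (SE 0.15). The ARF3 genes GRMZM2G441325 and GRMZM2G056120 had -2.16 and -1.26, ARF1 (GRMZM2G017187) -1.62, ARF11 (GRMZM2G475263) -1.65 and ARF6 (GRMZM2G078274) -1.23. IBR1 (GRMZM2G041694) had a log2 fold change of -0.66 (SE 0.16, adjusted p = 9.4e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the log2 criterion, as was ARF7 (GRMZM2G317900) of Table S5, with -0.86.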

The degradation of Aux/IAA proteins could free ARFs, and the latter could activate or repress auxin response gene expression directly. 

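Table S5 lists 13 SAUR genes, of which 5 were higher and 8 lower under drought in the kernel under both scalings, and 12 passed the criteria. Their median log2 fold change was -1.85, and GRMZM2G316275, a gene singled out after its values were seen, fell from 59 and 72 counts to 1 in each drought library. The GH3 genes GRMZM2G378106 and GRMZM2G053338 rose by 3.02 (SE 0.23) and 2.90 (SE 0.18), and GRMZM2G366873 fell from 115 and 78 counts to 15 and 10 (-2.71, SE 0.36).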

Auxin response genes such as SAUR and GH3 were differentially expressed compared with the control in the kernel under drought stress conditions. The differential expression of genes involved in auxin transport, local biosynthesis and signaling pathway may modify metabolism to establish a new hemostasis in kernels subjected to drought stress at this stage.

**Fig. 5:**
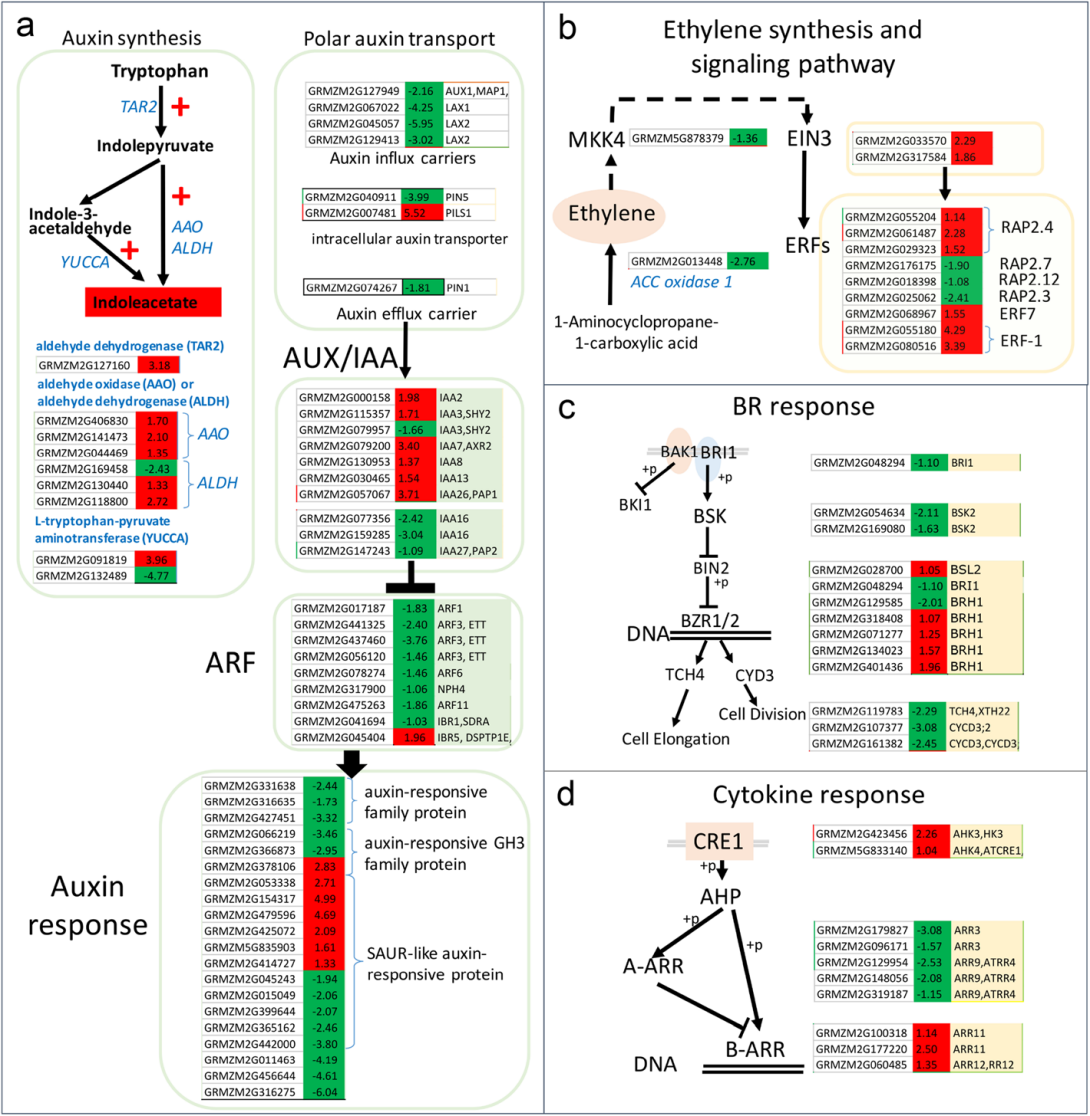
DEGs in kernels at the 5DAP stage involved in plant hormone signaling pathways. **a** DEGs involved in the auxin signaling pathway. **b** DEGs involved in the ethylene signaling pathway. **c** DEGs involved in the BR signaling pathway. **d** DEGs involved in the cytokine signaling pathway. All the plants were grown and treated as described in Fig. 4. The kernel on the upper ear from drought stress and control plants was collected for RNA sequencing. The absolute values of log2 (drought/control) ≥1 and FDR < 0.001 were used as the criteria for DEGs. The color of the box represents up (red) and down (green)-regulated genes (drought/normal), and the value in the box is the log2 (drought/control) of the genes in the kernel at the 5DAP stage. Schematic of the pathways modified according to the KEGG

In addition to auxin, ethylene, BR and cytokine signaling were also changed to cope with the stress environment and to adjust growth or development. As shown in Fig. 5b, two EIN3 genes were upregulated (GRMZM2G033570, 4.88-fold and GRMZM2G317584, 3.62-fold) and their downstream RAP/ERF TFs showed varied expression levels. 

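The EIN3 gene GRMZM2G033570 rose from 72.2 ± 0.316 to 406 ± 6.11 CPM in the kernel, a log2 fold change of 2.49 (SE 0.07, adjusted p = 6.2e-21, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and GRMZM2G317584 rose by 2.06 (SE 0.06). Of the 9 RAP and ERF genes of Table S5, 6 were upregulated and 2 downregulated past the criteria. The ERF-1 homologs GRMZM2G055180 and GRMZM2G080516 rose most (4.50 and 3.55), and RAP2.3 (GRMZM2G025062) fell most (-2.21, SE 0.29).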

RAP/ERF TFs can help with the stress tolerance of plants. Compared with ethylene, BR and cytokines seem to function in growth and developmental regulation to acclimate to drought stress (Fig. 5c-d). Genes encoding BRI1 (GRMZM2G048294, 0.47-fold downregulated) and BSK2 (GRMZM2G169080, 0.32-fold and GRMZM2G054634, 0.23-fold downregulated), which were considered as main target of BR to regulate plant growth were differentially expressed. 

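BRI1 (GRMZM2G048294) fell from 179 ± 4.22 to 96.1 ± 4.56 CPM in the kernel, a log2 fold change of -0.90 (SE 0.08, adjusted p = 3.6e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the log2 criterion. Scaled by library size, it had -1.10 and passed. The BSK2 genes GRMZM2G169080 and GRMZM2G054634 had log2 fold changes of -1.42 (SE 0.15) and -1.89 (SE 0.16).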

Their targets TCH4 (GRMZM2G119783, 0.20-fold), which contributes to cell elongation, and two CYCD3 (GRMZM2G107377, 0.12-fold and GRMZM2G161382, 0.18-fold), which contribute to cell division, were inhibited. 

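TCH4 (GRMZM2G119783) fell from 32.4 ± 6.26 to 7.60 ± 0.374 CPM (-2.09 on the log2 scale, SE 0.23). The CYCD3 genes GRMZM2G107377 and GRMZM2G161382 had -2.94 (SE 0.39) and -2.22 (SE 0.27), the former with 9 and 6 counts under drought.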

Interestingly for cytokine signaling, five A-ARR were identified as downregulated (GRMZM2G096171, 0.34-fold, GRMZM2G179827, 0.12-fold, GRMZM2G129954, 0.17-fold, GRMZM2G319187, 0.45-fold, GRMZM2G148056, 0.24-fold), and three B-ARR were upregulated (GRMZM2G177220, 5.66-fold, GRMZM2G100318, 2.20-fold and GRMZM2G060485, 2.55-fold). 

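Among the A-ARR genes, GRMZM2G179827 fell most in the kernel, from 92 and 93 counts to 7 and 14, with a log2 fold change of -2.90 (SE 0.32). GRMZM2G129954, GRMZM2G148056 and GRMZM2G096171 had -2.33, -1.88 and -1.33. GRMZM2G319187, with -0.90 (SE 0.23, adjusted p = 0.0013, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), met neither criterion but passed both with library size only. The B-ARR genes GRMZM2G177220, GRMZM2G060485 and GRMZM2G100318 rose by 2.70 (SE 0.16), 1.55 (SE 0.19) and 1.33 (SE 0.17). From changes such as these, the paper concludes that plant hormones adapt metabolism and development in the kernel under drought.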

B-type ARRs, ARR1, ARR10, and ARR12 redundantly act as negative regulators of drought responses in both ABA-dependent and -independent pathways [65] and mediate cytokinin signaling to WUS for the maintenance of stem cells [66]. Based on these findings, plant hormones play important roles in the adaptation of metabolism in kernels subjected to drought stress, including reduced cell division, expansion, differentiation and embryo development at this stage.

### Effects of drought stress on ear leaf transcriptome and photosynthesis

Drought stress significantly reduced the photosynthesis capability of the ear leaf, which greatly contributes to the “source” for ear and kernel development as a photosynthesis factory in maize plants. In the ear leaf, GO terms related to photosynthesis were significantly enriched (Fig. 6a), with dramatically downregulated expression of photosynthesis protein and enzyme-coding genes. 

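Table S7 lists 86 photosynthesis genes, of which 79 were downregulated and 2 upregulated past the criteria in the ear leaf, and 82 passed when p was adjusted over the 82 tested genes of the list alone. DESeq2 moved this count most, to 72. The genes fall into 2 kinds by their best Arabidopsis hit in the table, a division made after the values were seen. For 72 genes the best hit lies in the nuclear genome. Of these 71 were tested and passed, 69 downregulated and 2 upregulated, with a median log2 fold change of -2.14, which lay between -2.18 and -2.08 with a library left out and was -1.80 with library size only. For 14 genes the best hit lies in the plastid genome, and 11 of them were tested. Their summed CPM were 7569 in control ear leaf replicate 2 but 270.0 in control replicate 1 and 107 and 123 in the drought libraries. Their median log2 fold change was -4.67, and it was -0.27 without control replicate 2 and -5.72 without control replicate 1. Of the 11 genes, 10 passed the criteria, 3 with DESeq2 and 6 when the ear leaf was fitted alone. Without control replicate 2, 3 of the 11 were still at least 2-fold lower under drought, and for the other 8 a 2-fold fall rests on this library, the shallowest of the 12.

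**Figure D2:**
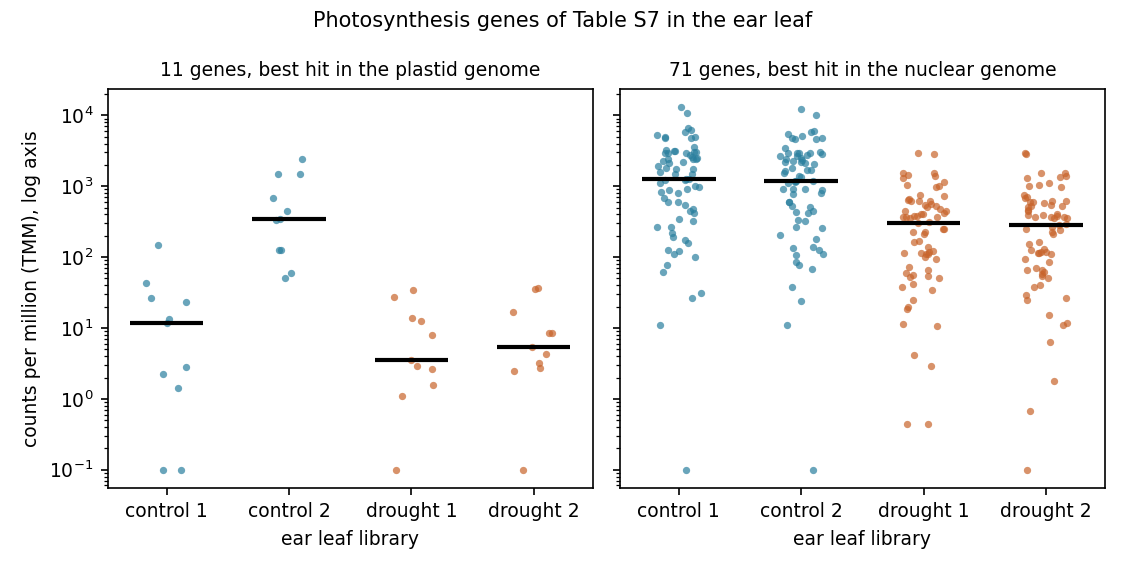
CPM (log axis) of the tested photosynthesis genes of Table S7 in the 4 ear leaf libraries, with 11 genes whose best hit is in the plastid genome on the left and 71 with a nuclear best hit on the right. Each point is a gene, bars are medians, and values of 0 are drawn at 0.1. Control replicate 2 stands apart on the left and not on the right.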

As shown in Fig. 6b and Additional file 2: Table S7, 21 genes involved in photosystem II, including 2 for PsbO, 4 for PsbP, 5 for PsbQ, 3 for PsbX, 2 for PsbY, 2 for Psb27 and 3 for Psb28, were downregulated in the leaf under drought stress conditions compared with the control. 

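Under photosystem II, Table S7 lists 19 genes with a nuclear best hit, of which 17 were downregulated and 1 was upregulated past the criteria, and 1 was not tested. Their log2 fold changes ran from -4.88 to 1.66, with a median of -2.34. It also lists 9 genes with a plastid best hit, of which 7 were tested, with a median of -5.84 that became -0.27 without control replicate 2.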

In the cytochrome b6/f complex, 7 genes in genes encoding PetA to D, showed significantly reduced expression levels, which was the FeS center and reduced electron transport. 

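The 2 cytochrome b6/f genes with a nuclear best hit had log2 fold changes of -2.50 and -1.61. Of 5 such genes with a plastid best hit, 4 were tested, and their median of -3.91 became -0.33 without control replicate 2.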

Twenty-four genes involved in photosystem I, including PsaA to H, PsaK, PsaL, PsaN and PsaO were downregulated. 

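The photosystem I heading of Table S7 holds 15 genes apart from those for ferredoxin reductase. All 15 were downregulated past the criteria, with log2 fold changes from -3.08 to -1.46 and a median of -2.02, and each stayed at least 2-fold lower with any ear leaf library left out.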

For photosynthetic electron transport, 1 gene encoding PetE, 6 genes encoding PetF and 4 genes encoding PetH/FNR were downregulated. However, 1 gene encoding PetF (GRMZM2G063126), that functions in distributing photosynthetic reducing power was dramatically induced 265-fold compared with the normal control conditions, which was the only upregulated gene in the photosynthesis systems. 

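Plastocyanin (PetE) had a log2 fold change of -2.25. Of the 7 ferredoxin (PetF) genes, 6 were downregulated past the criteria, the strongest by -3.16, and the 4 FNR genes had values from -2.56 to -1.71.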

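GRMZM2G063126 had 0 counts in both control ear leaf libraries and 13 and 8 under drought (2.34 ± 0.756 CPM), which makes it at least 2.17-fold higher (adjusted p = 5.7e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It did not pass the criteria with DESeq2 or when the ear leaf was fitted alone. Table S7 also lists GRMZM2G033493 (PSB29) under photosystem II, which rose by 1.66 on the log2 scale.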

Eight genes in the ATPase complex were downregulated, including the genes for the gamma (1), delta (3 genes) beta (3) and b (1) subunits. 

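The ATPase heading of Table S7 holds 5 genes, and all 5 were downregulated past the criteria, from -2.24 to -1.74 on the log2 scale.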

Additionally, 19 genes encoding the antenna proteins were also downregulated. 

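All 19 antenna protein genes were downregulated past the criteria and were lower with library size only as well. Their median log2 fold change was -2.79, the weakest change was -1.42, and the median lay between -2.83 and -2.75 with a library left out.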

Plants under water deficit conditions exhibited a decline in photosynthetic rate through the control of stomatal closure by changing the turgor pressure in guard cells and activity of the PSII complex. When compare the candidate motifs in their promoter region, higher percentage of ABRE and NAC binding site were found compare to others, like MYB, ERF binding site and G-box (Fig. 6c). Figure 1 and Additional file 2: Table S7 show that the continuous decrease in net photosynthesis by drought stress in the ear leaf depends on transcription level regulation, which reduced the synthesis of some photosynthesis system proteins. This phenomenon resulted in a slow recovery for high rates of photosynthesis when drought stress was removed and led to a final yield loss compared with the normal conditions. 

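In the ear and the kernel, the 71 tested photosynthesis genes with a nuclear best hit did not fall together. In the ear, 27 were upregulated and 1 downregulated past the criteria, with a median log2 fold change of 0.76, and in the kernel 17 were upregulated and 10 downregulated, with a median of 0.27. With library size only, 2 of the 71 changed direction in the ear and 2 in the kernel. The drought effect was more negative in the ear leaf than in the ear for 68 genes and less negative for 1 (interaction test, adjusted p under 0.05), with a median difference of -2.97. Scaled by library size, 67 were more negative in the ear leaf. Between the kernel and the ear leaf the median difference was 2.63, with 62 genes less negative in the kernel and 2 more negative. The list holds genes that the paper called in these ear leaf libraries, which favours a larger effect there than in the other organs. From the genes of Table S7 and the measured net photosynthesis, the paper concludes that the decrease of net photosynthesis in the ear leaf depends on regulation at the level of transcription.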

Genes involved in photosynthesis and light harvest are listed in Additional file 2: Table S7, which implied a clear influence on the ear leaf by drought stress among the three organs.

**Fig. 6:**
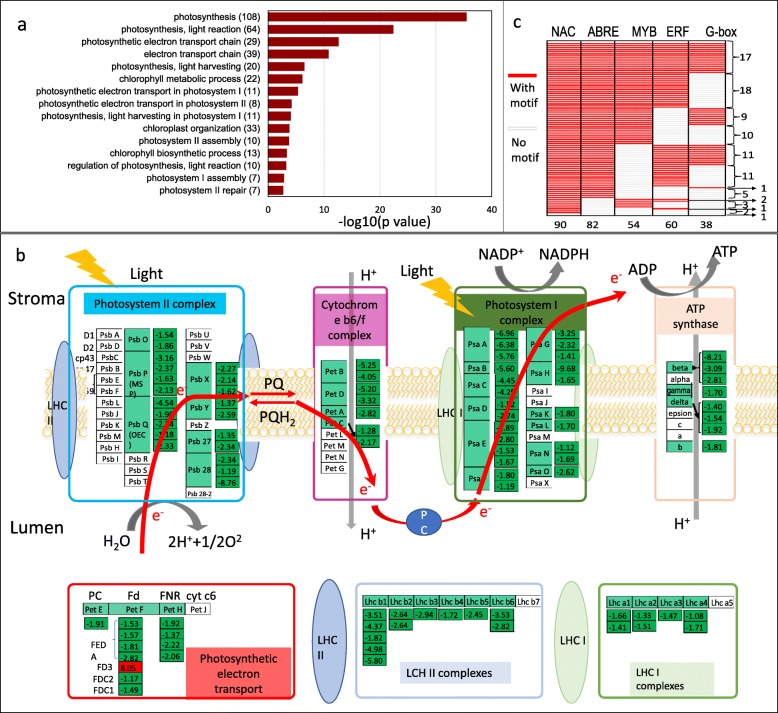
DEGs in the ear leaf (drought/normal) at the 5DAP stage showed reduced expression of genes involved in photosynthesis. **a** GO term analysis of the DEGs in the ear leaf (drought/normal) at the 5DAP stage. **b** Downregulated genes involved in photosynthesis and photosynthesis antenna proteins. **c** Upstream sequence motifs analysis of the DEGs (coded by nuclear DNA) involved in photosynthesis and photosynthesis antenna proteins. All the plants were grown and treated as described in Fig. 4. The ear leaf from drought stress and control plants was collected for RNA sequencing. The absolute values of log2 (drought/control) ≥1 and FDR < 0.001 were used as the criteria for DEGs. The color of the box represents up (red) and down (green)-regulated (drought/normal) genes, and the value in the box is the log2 (drought/normal) of the genes in the ear leaf (drought/normal) at the 5DAP stage

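The PYR8 homolog GRMZM2G063882 fell from 155 ± 4.92 to 52.6 ± 0.0426 CPM in the ear leaf, a log2 fold change of -1.56 (SE 0.10, adjusted p = 1.8e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The PYR10 homolog GRMZM2G165567 rose by 2.12 (SE 0.15), the PYR2 homolog GRMZM2G112538 by 1.87 (SE 0.12) and the PYR6 homolog GRMZM2G112488, with 22 and 15 counts in the controls, by 1.73 (SE 0.34).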

As shown in Fig. 7 and Additional file 2: Table S7, four ABA receptor genes were differentially expressed, with downregulation of the homolog of PYR8 (GRMZM2G063882, 0.42-fold) and homologs of PYR2, 6 and 10 upregulated (GRMZM2G112538, 4.70-fold, GRMZM2G112488, 4.19-fold, GRMZM2G165567, 5.09-fold) in the ear leaf. 

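Table S7 lists 10 PP2C genes, all higher under drought in the ear leaf under both scalings, and 9 passed the criteria. Their log2 fold changes ran from 0.70 to 4.14, with a median of 2.23.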

As we mentioned previously, 9 ABA-induced PP2Cs were significantly upregulated by drought stress, including four HAI homologs that function in the negative regulation of ABA signaling and positive regulation of GA signaling and five HAB homologs genes that regulate activation of the Snf1-related kinase OST1 with ABA. Three SnRK2 genes showed differential expression, with two induced (GRMZM2G110922, 4.46-fold and GRMZM2G000278, 3.80-fold) and one downregulated (GRMZM2G110908, 0.42-fold) by drought stress. 

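The SnRK2 genes GRMZM2G110922 and GRMZM2G000278 rose by 1.79 (SE 0.16) and 1.74 (SE 0.13) on the log2 scale, and GRMZM2G110908 had -1.59 (SE 0.11). In each of them, both drought libraries lay beyond both control libraries.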

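ABF2 (GRMZM2G479760) rose from 55.3 ± 0.0456 to 104 ± 2.47 CPM, a log2 fold change of 0.92 (SE 0.10, adjusted p = 1.2e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the log2 criterion. Scaled by library size, it rose by 1.26 and passed. GBF4 (GRMZM5G858197) rose by 2.13 (SE 0.20).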

Additionally, the ABF TFs (ABF2/GRMZM2G479760, 2.38-fold and GBF4/GRMZM5G858197, 5.48-fold) were upregulated and then activated the expression of ABA response genes. 

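SIMKK (GRMZM5G834697) rose by 1.51 (SE 0.16) and EBF1 (GRMZM2G171616) by 1.09 (SE 0.12) on the log2 scale. MPK6 (GRMZM2G002100) had a log2 fold change of 0.998 (SE 0.18), just under the criterion, and 1.34 with library size only. The EIN3 gene GRMZM2G040481 had 1 and 0 counts in the control ear leaves and 35 and 34 under drought, at least 7.14-fold more (adjusted p = 1.6e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and did not pass with DESeq2.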

Ethylene signaling was active since the genes encoding SIMKK (GRMZM5G834697, 3.5-fold), MPK6 (GRMZM2G002100, 2.59-fold), EIN3 (GRMZM2G040481, 64-fold) and EBF1 (GRMZM2G171616, 2.76-fold) were upregulated. 

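TIR1 (GRMZM2G135978) fell from 74.5 ± 6.12 to 27.5 ± 1.51 CPM (-1.45 on the log2 scale, SE 0.11). Of the 3 IAA26 genes in Table S7, GRMZM2G057067 rose by 1.98, GRMZM2G074427 rose from 0 and 1 counts to 42 and 33, and GRMZM5G864847 fell from 36 and 27 counts to 7 and 4 (-3.12, SE 0.49). IAA27 (GRMZM2G147243) had -2.57 (SE 0.07).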

For auxin, TIR1 was downregulated (GRMZM2G135978, 0.47-fold), two homologs of IAA26 were upregulated and one IAA27 was downregulated. 

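Table S7 lists 8 SAUR genes for the ear leaf, 6 higher and 2 lower under drought under both scalings. Past the criteria, 4 were upregulated and 1 was downregulated. GRMZM2G399644, with 0 counts in both controls and 44 and 40 under drought, and GRMZM2G479596, with 2 and 0 counts and then 184 and 132, rose most. GRMZM2G332390 and GRMZM2G414727 rose by 0.87 and 0.95, below the log2 criterion.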

For auxin response genes, six SAUR genes were dramatically induced, and another two were downregulated. 

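The GID1C genes GRMZM2G173630 and GRMZM2G016605 rose by 1.30 (SE 0.08) and 1.55 (SE 0.25) on the log2 scale. GAI (GRMZM2G013016) rose from 4 and 1 counts to 116 and 114 (4.87, SE 0.68), and its log2 fold change lay between 4.47 and 5.81 with a library left out. Of the PIF3 genes, GRMZM2G387528 fell (-1.42, SE 0.13) and GRMZM2G062541 rose (0.81, SE 0.11, adjusted p = 2.5e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the log2 criterion. Without TMM factors, GRMZM2G062541 passed, at 1.15.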

GA signaling was inhibited with the upregulation of GID1C (GRMZM2G173630, 3.12-fold and GRMZM2G016605, 4.03-fold) and DELLA (GAI, GRMZM2G013016, 41.61-fold) and the downregulation of two PIF3 genes at a moderate level (GRMZM2G062541, 2.25-fold and GRMZM2G387528, 0.47-fold). For the cytokine pathway, two CRE1/WOL genes (AHK4/GRMZM5G833140, 0.19-fold, and AHK4/GRMZM2G155767, 0.24-fold) were markedly downregulated and another two members were upregulated (AHK4/GRMZM2G151223, 7.43-fold and AHK3/GRMZM2G423456, 2.64-fold), these genes encode cytokine-binding receptors that transduce signals across the plasma membrane. 

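The AHK4 genes GRMZM5G833140 and GRMZM2G155767 fell, with log2 fold changes of -2.72 (SE 0.10) and -2.41 (SE 0.14). AHK4 GRMZM2G151223 rose from 16.6 ± 2.55 to 97.4 ± 1.14 CPM (2.52, SE 0.16), and AHK3 (GRMZM2G423456) rose by 1.04 (SE 0.10).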

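AHP4 (GRMZM2G039246) fell from 79.5 ± 3.41 to 15.7 ± 2.12 CPM, a log2 fold change of -2.34 (SE 0.18, adjusted p = 1.6e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).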

AHP4/GRMZM2G039246, which functions as a histidine-containing phosphotransferase factor, showed 0.25-fold downregulation. 

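Of the A-ARR genes named here, 4 fell to at most 8 counts in each drought ear leaf library, and ARR9 fell to 33 and 43. The ARR3 homolog GRMZM2G179827 went from 152 and 91 counts to 2 and 4 (log2 fold change -5.91, SE 0.55), and GRMZM2G096171 from 286 and 158 to 8 and 4 (-5.79, SE 0.43). The ARR6 homolog GRMZM2G040736 went from 32 and 15 counts to 0 in both libraries, at least 11.7-fold lower, and GRMZM2G392101 from 136 and 109 to 3 and 5 (-5.54, SE 0.55). ARR9 (GRMZM2G129954) fell by 3.32 (SE 0.19). GRMZM2G096171 fell less in the kernel than in the ear leaf, with a difference of 4.46 (SE 0.48, interaction adjusted p = 4.5e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).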

In comparison to B-ARR, which did not exhibit an obvious change, five A-ARR genes were dramatically downregulated in ear leaf after drought treatment: two ARR3 homologues (GRMZM2G179827, 0.02-fold, GRMZM2G096171, 0.03-fold), two ARR6 homologues (GRMZM2G040736, 0.001-fold and GRMZM2G392101, 0.03-fold and one ARR9 homologue (GRMZM2G129954, 0.13-fold). ABA, ethylene and cytokine signaling appeared to actively regulate the response to drought stress, but GA signaling was inactive during the acclimation to drought stress.

**Fig. 7:**
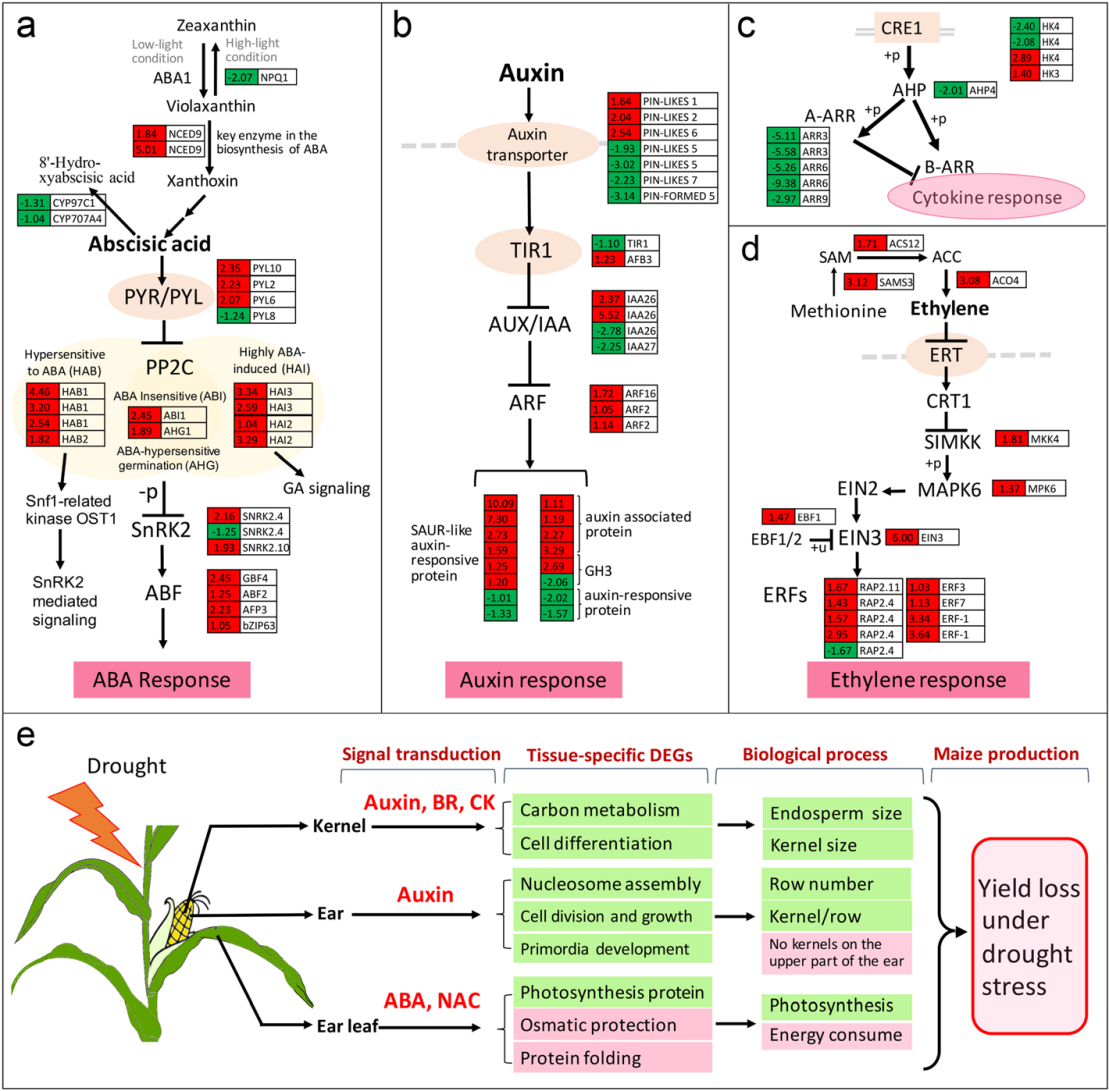
DEGs in the ear leaf (drought/normal) at the 5DAP stage involved in the plant hormone signaling pathway summary of the maize plant response drought stress. DEGs in the ear leaf (drought/normal) at the 5DAP stage involved in the ABA (**a**), auxin (**b**), cytokine (**c**) and ethylene (**d**) signaling pathway. **e** Summary of the whole plant response and organ-specific response process and their correlation to the final yield of maize under drought conditions. All the plants were grown and treated as described in Fig. 4. The ear leaf from drought stress and control plants was collected for RNA sequencing. The absolute values of log2 (drought/control) ≥1 and FDR < 0.001 were used as the criteria for DEGs. The color of the box represents up (red) and down (green)-regulated (drought/normal) genes, and the value in the box is the log2 (drought/normal) of the genes in the ear leaf (drought/normal) at the 5DAP stage

## Discussion

### Maize adaptation to drought stress: whole-plant and organ-specific responses

When grown under drought conditions, plants attempt to adjust their adaptive mechanisms to maintain cell turgor through osmotic adjustment and water uptake and increase protoplasmic resistance to enable them to escape, avoid, or tolerate drought stress [1, 9, 16, 67]. Here, “Drought resistance” requires the communication and coordination of organ-specific and functional-specific responses. As a whole organism, plants attempt to maintain photosynthesis levels by osmotic adjustment, absorption of more water from the soil by promoting root growth, and protection of the newer organ by promoting the senescence of old leaf and reuse of water and nutrients [16, 67]. Until now, most studies have been performed at the organ-specific level, and the whole plant was largely based on theoretical models. The communication and coordination of the organ-specific responses may be largely due to the plant hormone and the carbohydrate balance between the “source” and “sink”.

Here, three organs with different biological functions and having different roles in yield loss (Fig. 1g) when maize plants were subjected to drought stress were sampled for analysis by comparative transcriptomes. Two were the important “sink” organs: the ear at the V9 stage and the kernel at 5DAP. Another was the ear leaf at 5DAP, which served as a photosynthesis factory, and drought stress reduced its net photosynthesis rate and supply capacity of “source”. Drought stress at the V9 stage led to a failure of paired spikelet differentiation on the upper part of ears and dramatically reduced the row number per ear and kernels per row. Drought stress after pollination led to delayed kernel development and abnormal endosperm cell differentiation, especially in the endosperm transfer cell layer, which decreased and finally produced small and abortive kernels (Fig. 1). Based on the transcriptome analysis, the changes in the three organs involved in the final yield of maize under drought conditions showed a good correspondence with DEGs and metabolic pathways (Fig. 7e). It was concluded that maize adaptation to drought stress was a whole plant response process, as well as an organ-specific response process. Thirteen candidate motifs were enriched in the promoters of 292 overlapped DEGs in three organs (Fig. 2f), 6 of them with the core ABRE binding site (ACGTG) and 5 with identified NAC TFs binding site. That means two candidate regulatory systems were found in all the tissues: ABA-dependent and NAC-mediated stress response pathways, and they mediated the osmotic protective substance synthesis and protein folding response under drought stress conditions. When subjected to drought stress, 1825 DEGs were detected in the ear, 3759 DEGs in the ear leaf and 6192 DEGs in the kernel, which indicated that ears were protected appropriately under drought stress conditions despite a great impact on kernel yield (Fig. 7e). The leaf, one of the most important organs for photosynthesis, usually produces more osmotic protective substances for osmotic adjustment when subjected to drought stress, and the dramatically downregulated expression of photosynthesis protein genes led to a severe reduction of the carbohydrate supply. The number of DEGs in the kernel was highest among the three organs, which was concordant with active cell division and expansion and the rapid development of this organ at this stage. Carbohydrates flow from leaves to young ears or kernels in maize. When plants suffered from drought stress, a dramatic decrease in cell division, cell differentiation and developmental processes took place in the ear and kernel because of the shortage of energy supply. It was obvious that the drought stress could disrupt or retard the developmental process of young ears and immature kernels, and organ-specific responses or the modification of metabolism and development ensued.

### Drought stress excited ABA signaling and “source” acclimation in maize ear leaf

ABA signaling plays an important role in plants in response to abiotic stresses. In this study, the ABA receptor (PYR/PYL), ABA-induced HAI and HAB, SnRK2 and ABFs were differentially expressed in ear leaf when subjected to drought stress (Additional file 2: Table S6). HAB has been reported to regulate activation of the Snf1-related kinase OST1 with ABA, and HAI is a negative regulator of ABA signaling [49]. Drought stress excited the changes in ABA-signaling pathways. However, the complex ABA signaling pathway was conserved, and species-specific differences remain to be elucidated.

In the ear leaf, dramatic downregulation of genes encoding photosynthesis proteins was observed, and dramatically decreased photosynthesis rates were observed following exposure to drought stress, including 21 genes involved in photosystem II, 7 genes in the cytochrome b6/f complex, 24 genes in photosystem I, 12 genes in photosynthetic electron transport, 8 genes in the ATPase complex and 19 genes encoding antenna proteins, all of which were downregulated in the ear leaf. Promoter analysis showed that the synergistic expression of the photosynthesis genes in response to drought stress was under the regulation of ABA- and NAC-mediated stress response pathways. The genes encoding the enzymes involved in the synthesis of sucrose, trehalose, raffinose and proline were significantly induced by drought stress, which was consistent with the soluble sugar content in the ear leaf. The changes at the transcriptional level of these genes would result in dramatically reduced photosynthesis rates under drought stress conditions. The ROS scavenging enzymes and protein folding chaperones were clearly induced by drought stress, which could facilitate scavenging of the ROS produced by the photosynthesis system and lipid metabolism of the membrane to maintain the proper conformation of the protein and the complex. Interestingly, a ferredoxin gene, *PetF,* was dramatically induced 265-fold compared with the control conditions, and overexpression of the gene in *Chlamydomonas reinhardtii* could increase the level of reduced ascorbate and diminish H_2_O_2_ levels under normal growth conditions while increasing the efficiency of ROS scavenging in chloroplasts under heat stress conditions [68]. During the acclimation of maize leaf to drought stress, the antioxidant system played a crucial role.

By comparing with the works published previous, the osmotic protective was a conserved mechanism used by maize at seedling stage [34], or flowering stage [38, 39], in the field drought stress and simulated drought stress. This was confirmed by the measurement of the physiological parameter like sugar content and leaf osmotic potential. Form the expression profile changed in the leaf response to drought stress, some common changes like the metabolic changes (carbon metabolic changes), stimulus-response were identified, however, the signaling pathways mediated the sense of drought from the environment, the amplify and transmission, and the activation of the stress response is not clear. Both forward and reverse genetic showed some evidence that ABA and transcriptional regulation played important roles in this process. However, the spatial and temporal sequence, the connection of the genes expression and their biological function are unclear. In this study, based on the gene expression changing and their promoter analysis, ABA-dependent and NAC-mediated stress response pathways seem more important in mediating the drought stress response than others.

### Drought stress inhibited the “sink” size, and plant hormone signaling played an important role in this process

The sizes of two important “sink” organs, young ears and developing kernels, were dramatically reduced when plants were subjected to drought stress, which led to a yield loss per plant with reduced row/kernel numbers and kernel size (Fig. 1 and Additional file 2: Table S1). The DEGs involved in cell division, cell growth and differentiation, organ boundary development, flower development and primordium development were significantly changed (Figs. 3, 4 and 5). Coupled with the changes in gene expression, metabolism was also greatly altered, especially carbohydrate metabolism in the kernel.

Auxin has been thought to play an important role in primordium establishment and growth. Although we did not obtain clear results for the auxin transport pathway in ears and kernels during the developmental stage, the auxin influx transporter seemed to be more important in reduced “sink” size regulation compared with PINs at the transcriptional level under drought stress conditions. The auxin influx carriers AUX1 and LAX3 are required for auxin signaling, which activates LBD16/ASL18 and LBD18/ASL20 to control lateral root development [61]. Interestingly, both the auxin-regulated NAC1 and the homolog of ATAF2, which reportedly binds to NIT2 to regulate auxin biosynthesis and to BAS1 and SOB7 to regulate BR catabolism, were found in these processes (Additional file 2: Table S3-S4). IAA7/AXR2 and IAA3/SHY2 were differentially expressed during both ear and kernel development, which indicated the existence of common developmentally regulated processes. IAA7/AXR2 and IAA3/SYH2 were identified as regulators of hypocotyl elongation and leaf shape [59, 60]. IAA7/AXR2 is a regulator of embryonic axis elongation since *axr2–1* and *axr3–1* exhibit strong insensitivity to ABA during embryonic axis elongation [59]. IAA3/SHY2 contribute to lateral root primordium development and emergence with activation of LBD16, which is an important regulator in lateral organ development [60]. In contrast to the ear, more AUX/IAA and ARFs were differentially expressed in the kernel, which demonstrated an upregulation of IAA7, IAA8, and IAA13, among others, and a downregulation of IAA16 and IAA27, among others, when subjected to drought stress. One ARF1, three ARF3, one ARF7 and one IBR were downregulated in the kernel under drought stress, while upregulated ARFs were not identified in this comparison. IAA8 has been reported to function in lateral root and floral organ development, probably by interacting with ARF6/ARF8 proteins [69]. Overexpression of IAA13 results in slower growth compared with WT [70]. A gain-of-function mutation of IAA16 confers reduced responses to auxin and ABA and impedes plant growth and fertility [71]. Others IAAs identified were largely unknown except to function as AUX/IAA proteins. ARF1 has been reported to regulate senescence and floral organ abscission in Arabidopsis. ARF3 is thought to physically interact with KANADI to form a complex for Arabidopsis organ asymmetry development [72]. ARF6 is considered the target of miR167 and to regulate female and male reproduction [73]. ARF7 is a regulator of differential growth in aerial Arabidopsis tissue [74]. It could be concluded that auxin hemostasis and signaling could play important roles in the regulation of “sink” size in maize.

In contrast to the leaf, few works by using reproductive tissue to study the drought stress, although they predetermined the final product of maize. In our previous work, DEGs with a broad range of cellular and biochemical activities were identified from the immature tassel and ear from elite inbred line DH4866 under normal and water deficit stress during meiosis stage by using Maize Oligo Array (Version 1.9) [39]. In papers from Miao et al. [36] and Danilevskaya et al. [40], RNA-seq profiling of leaves, ears, and tassels at several developmental stages (V12-R1) in response to drought stress was performed. Several GO terms were identified including the metabolism and signaling pathways for drought responses. In the work by Danilevskaya et al. [40] one difference of the treatment used from others is a high temperature fluctuation during their sampling, especially a high daily temperature was 40 °C 2 days before the first sampling, which was dual stress of heat and drought stress especially for B73 that is a typical temperate line. Comparative analysis between these published results and ours concluded that drought caused massive changes during developmental processes in ear and leaf tissues, and water balance was maintained by co-expression of the genes involved in osmotic adjustments and transporter proteins, drought-induced gene expression changes also occurred in a tissue-dependent or developmental-stage manner, although some DEGs involved in ABA-dependent signaling, and phosphoprotein cascades, reduced photosynthesis, etc. showed inconsistency in the different maize lines. The signaling and transcriptional regulators were not elucidated enough for the precision and the annotation of the maize genome at this time. Based on Akshay et al., compared to leaf meristem tissue, the metabolic processes were much more affected in the fertilized ovary including the carbon metabolism. These were also found in our result by using the 5DAP kernels. In morphological, physiological and comparative transcriptomics analysis for understanding the different features of “sink” or “source” organs and the effects on kernel yield under drought stress conditions, the ABA-, NAC-mediate signaling pathway, osmotic protective substance synthesis and protein folding response were identified as common drought stress response in the leaves, ear primordia and young kernels, while tissue-specific drought stress responses and the regulators were also identified, they were highly correlated with growth, physiological adaptation and yield loss under drought stress. For ears, drought stress inhibited ear elongation, led to the abnormal differentiation of the paired spikelet, and auxin signaling involved in the regulation of cell division and growth and primordium development changes. In the kernels, reduced kernel size caused by drought stress appeared with the obvious differences of auxin, BR and cytokine signaling transduction, the modification in carbohydrate metabolism, cell differentiation and growth retardation. Transcriptomic changes caused by drought were highly correlated with developmental and physiological adaptation, which was closely related to the final yield of maize, and a sketch of tissue-specific responses to drought stress in maize was clarified the new findings of this study.

### Improving maize yield under drought stress conditions: dream and realization

Better crop performance in drought environments is imperative for food security in the face of climate change. Thus, strategies to improve drought stress tolerance will be a hotspot among all plant breeders. Some issues must be considered to provide a proper evaluation. First, measurement and selection of the drought-resistant period is necessary, for plant growth and development is affected by stress in a tissue- or organ-specific manner. Although we can obtain a wealth of knowledge using maize seedling materials for drought treatment, they lack key roles for the improvement of breeding. Drought stress around the time of flowering had a greater influence on the development of reproductive organs and the final yield of maize. Second, common and organ-specific mechanism can be used for breeding. One of the most productive ways to tackle the agricultural challenge of drought is through cross-fertilization between lines with drought tolerance in different development phases and good agronomy performance. Such techniques should be used with caution for organ-specific mechanisms for improved responses to drought stress. When an organ-specific promoter is used to drive a drought response gene in transgenic plants, we could improve drought resistance with the least yield penalty. Third, the balance among carbohydrates between “source” and “sink”, between osmotic adjustment and cell division and growth are important for maize breeding. Carbohydrates serve not only as a necessary major nutrient for cell division and growth but also as a signaling molecule in the plant body. The maintenance of maize yield stability under drought stress conditions requires further study to understand responses at posttranscriptional and protein levels.

## Conclusions

Drought is a serious causal factor of reduced crop yields than any other abiotic stresses. As one of the most widely distributed crops, maize plants frequently suffer from drought stress, which causes great losses in the final kernel yield. In this study, three organs of maize plants, “source” organ the ear leaf, “sink” organs young ears at the V9 stage and kernels at the 5DAP stage were used for comparative transcriptomics analysis to reveal the differences of drought stress response in these organs and help to understand the mechanism of yield lost induced by drought stress. It was concluded drought-induced gene expression changes occurred in a tissue-dependent manner. For immature ears, drought stress inhibited ear primordium elongation and led to abnormal differentiation of the paired spikelet, and aroused the changes of auxin signaling regulation involved in cell division, cell growth and primordium development. For kernels, reduced kernel size caused by drought stress was significant, and plant hormones, such as auxin, BR, and GA, and cytokine signaling pathways changed greatly in the drought stress response, which affected carbohydrate metabolism, cell differentiation and growth retardation. For the ear leaf, as “source” organ, drought stress excited ABA signaling and “source” acclimation, the expression of many genes encoding photosynthesis proteins were dramatically reduced. Retarded growth correlated with the down-regulation of DNA replication and cell-cycle genes and the up-regulation of ABA signaling, and common drought stress responses were also existing in the three organs to mitigate the effects of drought. These findings provide an organ-specific response network in maize exposed to drought stress around the flowering stage and aid in understanding the mechanism of the drought stress response to reduce kernel yield in maize and further guide maize breeding.

## Methods

### Plant materials

Plant materials used in this study were from the maize inbred line B104. B104 is an inbred line derived from an Iowa Stiff Stalk Synthetic population (BS13(S)C5). B104 has consistently high yield performance in crosses with Mo 17 and B97 and shares approximately 93% genetic similarity with B73 [75].

### Drought stress treatment of plants and yield determination

Field experiments for the drought were performed in the maize growing season. Two different drought stress treatments (5 days drought stress at the V9 stage and 5DAP stage) and a normal control were performed (Fig. 1a). The trial plots (4 rows/plot, 10 plants/row, 66,700 plants/ha) were arranged in a randomized complete block design with four replications. A 30 cm impermeable zone between plots (30-cm-deep embedded plastic sheeting) was set up. All the plants were grown under natural conditions (200–1600 mmolm^− 2^ s^− 1^ at noontime, 20–35 °C, normal nutrients, well-watered with soil water content (SWC) ≥19.5%) until the designated stages. Soil water content was monitored by using a Soil Moisture Content Meter (TZS, TOP instrument, China). For drought stress at the V9 stage (when the 10th leaf appeared), plants were subjected to drought stress treatment for 5 days by maintaining 14.0–15.0% SWC (when SWC decreased to 15%, 1 day was recorded), and then they were rehydrated for recovery growth. The upper ear (at the spike differentiation stage) from drought stress and control plants was collected for morphological analysis and RNA sequencing. For drought stress at the 5DAP stage (when the silk appeared), plants were grown under natural conditions until the pollination stage, and then they were subjected to drought stress treatment by maintaining 14.0–15.0% SWC, followed by the restoration of watering. Ear leaf and kernels from the plants at 5DAP that had suffered 5 days of drought treatment and the control materials were sampled for morphological observation and RNA sequencing. The remaining plants grew to maturity under suitable conditions, and then the ears were harvested to determine the kernel yield, ear length and number of kernel rows. For the control group, plants were grown under their normal natural conditions. At least three biological repeats were sampled for a treatment, and each repeat contained organs from 4 plants.

### RNA extraction for the samples used for RNA sequencing analysis and real-time RT-PCR

Total RNA was isolated as described by McCarty because of the high sugar content in the ear, kernel and ear leaf organs [76]. Briefly, 0.5 g fresh weight samples were ground up using a baked mortar and pestle with liquid nitrogen. Then, the powder was transferred into a 7-ml tube with 2 ml of extraction buffer (100 mM Tris-HCl, 200 mM NaCl, 20 mM EDTA, 1% (m/v) sodium laurate, 5 mM DTT) and vortexed well. The samples were then extracted using phenol: chloroform: isoamyl alcohol (24:24:1, v:v:v) and chloroform. After LiCl and ethanol precipitations, the RNA quality was examined by the UV absorbance spectra, gel electrophoresis and Aligent 2000. The protocol can be used to obtain high-integrity, translatable mRNA in maize tissues. Real-time RT-PCR of the candidate genes and data analysis were performed as described by Zhang et al. [77] and primers used were list in Additional file 2: Table S8.

### RNA sequencing library construction and data analysis

Tag preparation, DNA purification and Illumina sequencing, and primary bioinformatics analysis were performed by BGI Tech Solutions Co., Ltd. (Shenzhen, China) according to the standard procedure (Additional file 1: Figure S3). Briefly, after treated with DNase I, the mRNA is enriched by using the oligo (dT) magnetic beads, and then fragmented into short fragments. Then cDNA was synthesized, purified with magnetic beads and 3′-end single nucleotide A (adenine) was added. Finally, sequencing adaptors are ligated to the fragments and amplified by PCR. Agilent 2100 Bioanaylzer and ABI StepOnePlus Real-Time PCR System are used to qualify and quantify (QC) of the sample library. Primary sequencing data (raw read) were produced by Illumina HiSeq™ 2000. After QC, raw reads are filtered into clean reads which will be aligned to the reference sequences. The alignment data is utilized to calculate distribution of reads on reference genes and mapping ratio. Then the downstream analysis (PCA/correlation/screening DEGs (FDR ≤ 0.001 and the absolute value of Log2Ratio ≥ 1 as the threshold to judge the significance of gene expression difference)) were performed (GEO Submission (GSE132113)). Further, case special deep analysis based on DEGs including GO enrichment analysis, pathway enrichment analysis, cluster analysis, promoter motif analysis and were done by our group. GO analysis was performed using AgriGO (http://bioinfo.cau.edu.cn/agriGO/). Pathway analysis was based on KEGG (http://www.genome.jp/kegg/). The upstream regions of the genes for common sequence motifs using PromZea (http://128.196.172.219/index.html).

### Physiological index determination

The net photosynthesis rate was measured in the ear leaf of plants using a portable infrared gas analyzer-based photosynthesis system (LI-6400, Li-Cor Inc., Lincoln, NE, USA). The fresh weights (FW), turgid weights (TW, soaked in deionized water at 4 °C overnight) and dry weight (DW, oven-drying of leaf samples at 70 °C for 72 h) of leaves were recorded after excising them from maize plants. The relative water content (RWC) was calculated as follows: RWC (%) = (FW − DW)/(TW − DW) × 100%. The solute potential (ψs) was measured with a cryoscopic osmometer (Model 210, Fiske, Norwood, MA, USA) and calculated using the following formula: ψs = −moles of solute (RK), where R = 0.008314 and K = 298 °C [78]. Total soluble sugars of leaves (approximately 0.1 g) were extracted in boiling water for 30 min and determined by anthrone reagent using glucose as the standard [79].

### Scanning electron microscopic observation of ears

The ears of control and drought stress treatment plants were observed using scanning electron microscopy (SEM). After fixation with glutaraldehyde and dehydration with ethyl alcohol, pieces of the ears were prepared by removing the top part of the ear using a razor blade. The samples were then loaded on SEM specimen stubs and sputter-coated with gold (Cressington Sputter Coater 108, Cressington Scientific Instruments Inc., Watford, Hertfordshire, UK). The specimens were scanned and photographed using an FEI Quanta FEG 250 environmental scanning electron microscope at 5 kV under a high vacuum.

### Paraffin section observation of kernels

The anatomical morphology of the kernels was observed using paraffin sections. The kernels were collected from the ears at 5DAP and then fixed in 50% FAA (containing 50% ethanol and 4% formaldehyde) for 24 h. The samples were dehydrated in an ethanol gradient series from 50 to 100%. The samples were then cleared using xylene and embedded in paraffin. The samples were sectioned at a thickness of 12 μm, stained with toluidine blueO and observed with an Olympus BX51 microscope.

## Additional files

Additional file 1 : **Figure S1** Ears at the V9 stage and kernels at the 5DAP stage under normal and drought stress conditions. **Figure S2** Validation of DEG identified in RNAseq by using real-time RT-PCR. **Figure S3** The flow-chart of the RNA-sequencing experimental process and bioinformatics analysis pipeline from BGI (BGI Genomics). **Table S1** Agronomic traits of maize plants grown under control or drought stress conditions at different developmental stage in the fields. **Table S2** The overall of the RNAseq used in this paper.

Additional file 2 **Table S3** Key differentially expressed genes involved in the ear at the V9 stage and the kernel and leaf at the 5DAP stage subjected to drought stress. **Table S4** Key differentially expressed genes involved in ears at the V9 stage subjected to drought stress. **Table S5** Key differentially expressed genes involved in carbohydrate metabolism and plant hormone signaling in kernels at the 5DAP stage subjected to drought stress. **Table S6** Key differentially expressed genes involved in the kernel at the 5DAP stage subject to drought stress. **Table S7** Key differentially expressed genes involved in the ear leaf at the 5DAP stage subjected to drought stress. **Table S8** Primer sequence used in this paper.

## Data Availability

All data and materials generated or analyzed during this study are included in this article or are available from the corresponding author on reasonable request. The expression data reported are available in the NCBI Gene Expression Omnibus (GEO) database under the GSE series accession number GSE132113.

## Abbreviations

ABA: Abscisic acid
ABRE: ABA-responsive element
DAP: Days after pollination
DEGs: Differentially expressed genes
GO: Gene ontology
ROS: Reactive oxygen species
RPKM: Reads Per Kilobase Million
RWC: Relative water content
SEM: Scanning electron microscopy
SWC: Soil water content
TF: Transcription factor

# Supplementary material for: Effects of maize organ-specific drought stress response on yields from transcriptome analysis
**Source:** BMC Plant Biol. 2019 Aug 1;19:335. doi: 10.1186/s12870-019-1941-5
**Supplement:** Supplementary file 1 — : Figure S1 Ears at the V9 stage and kernels at the 5DAP stage under normal and drought stress conditions. Figure S2 Validation of DEG identified in RNAseq by using real-time RT-PCR. Figure S3 The flow-chart of the RNA-sequencing experimental process and bioinformatics analysis pipeline from BGI (BGI Genomics). Table S1 Agronomic traits of maize plants grown under control or drought stress conditions at different developmental stage in the fields. Table S2 The overall of the RNAseq used in this paper.

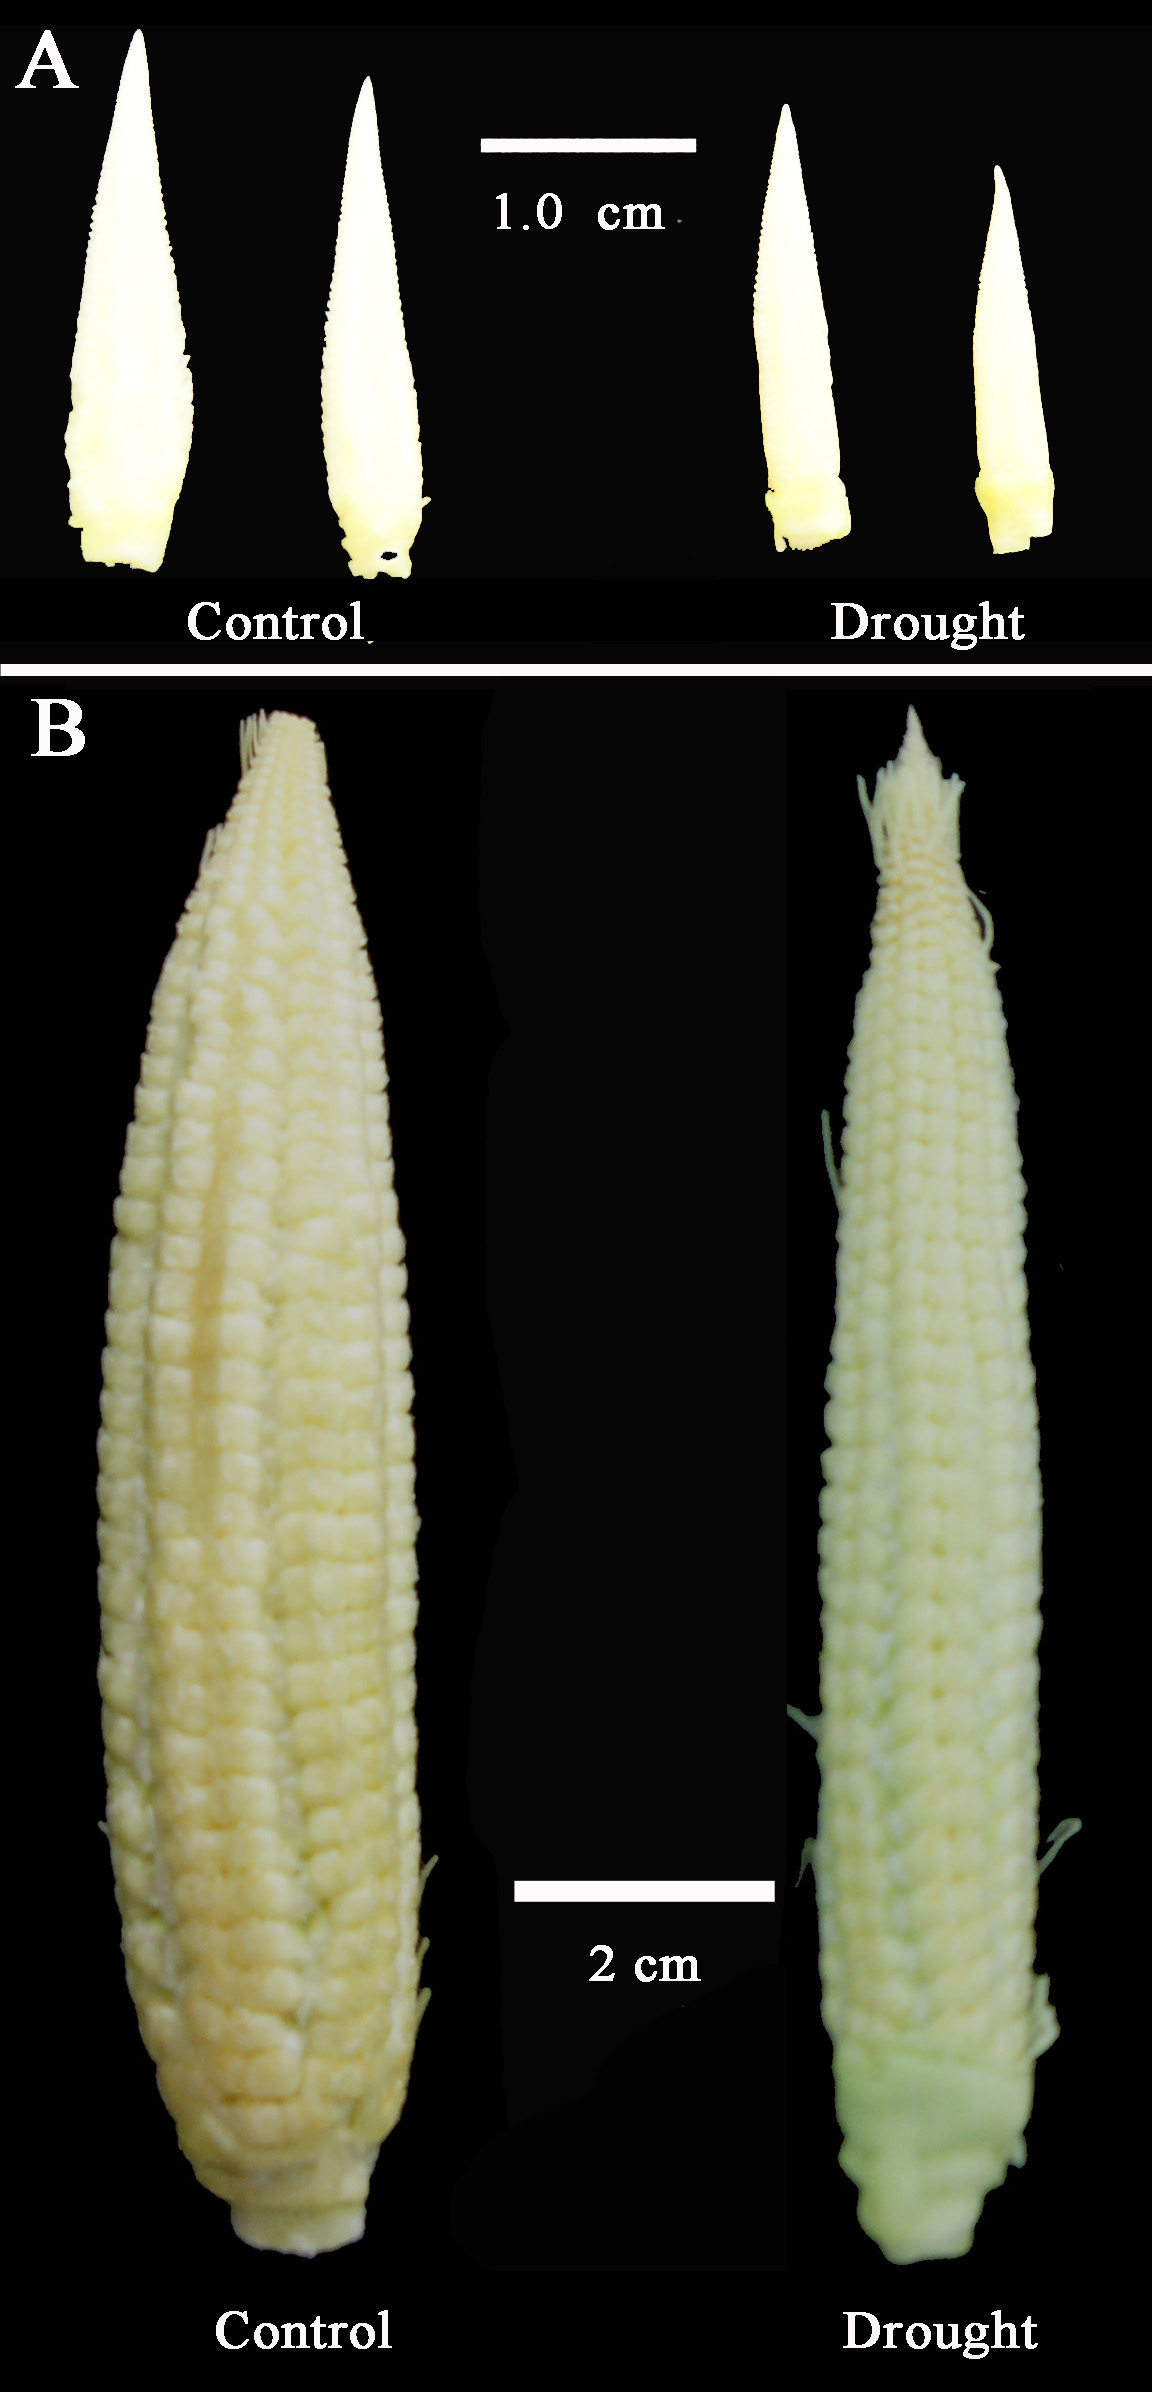

Fig. S1 Ears at the V9 stage and kernels at the 5DAP stage under normal and drought stress conditions

A. The ears at the V9 stage under normal and drought stress conditions; B. the kernels at the 5DAP stage under normal and drought stress conditions.

Ears were form field experiments. All the plants were grown under natural conditions, normal nutrients, well-watered soil until the designated stages. Two different drought stress treatments (5 days drought stress at the V9 stage and 5DAP stage) and a normal control were performed. The upper ear from drought stress and control plants was collected for morphological analysis and RNA sequencing.

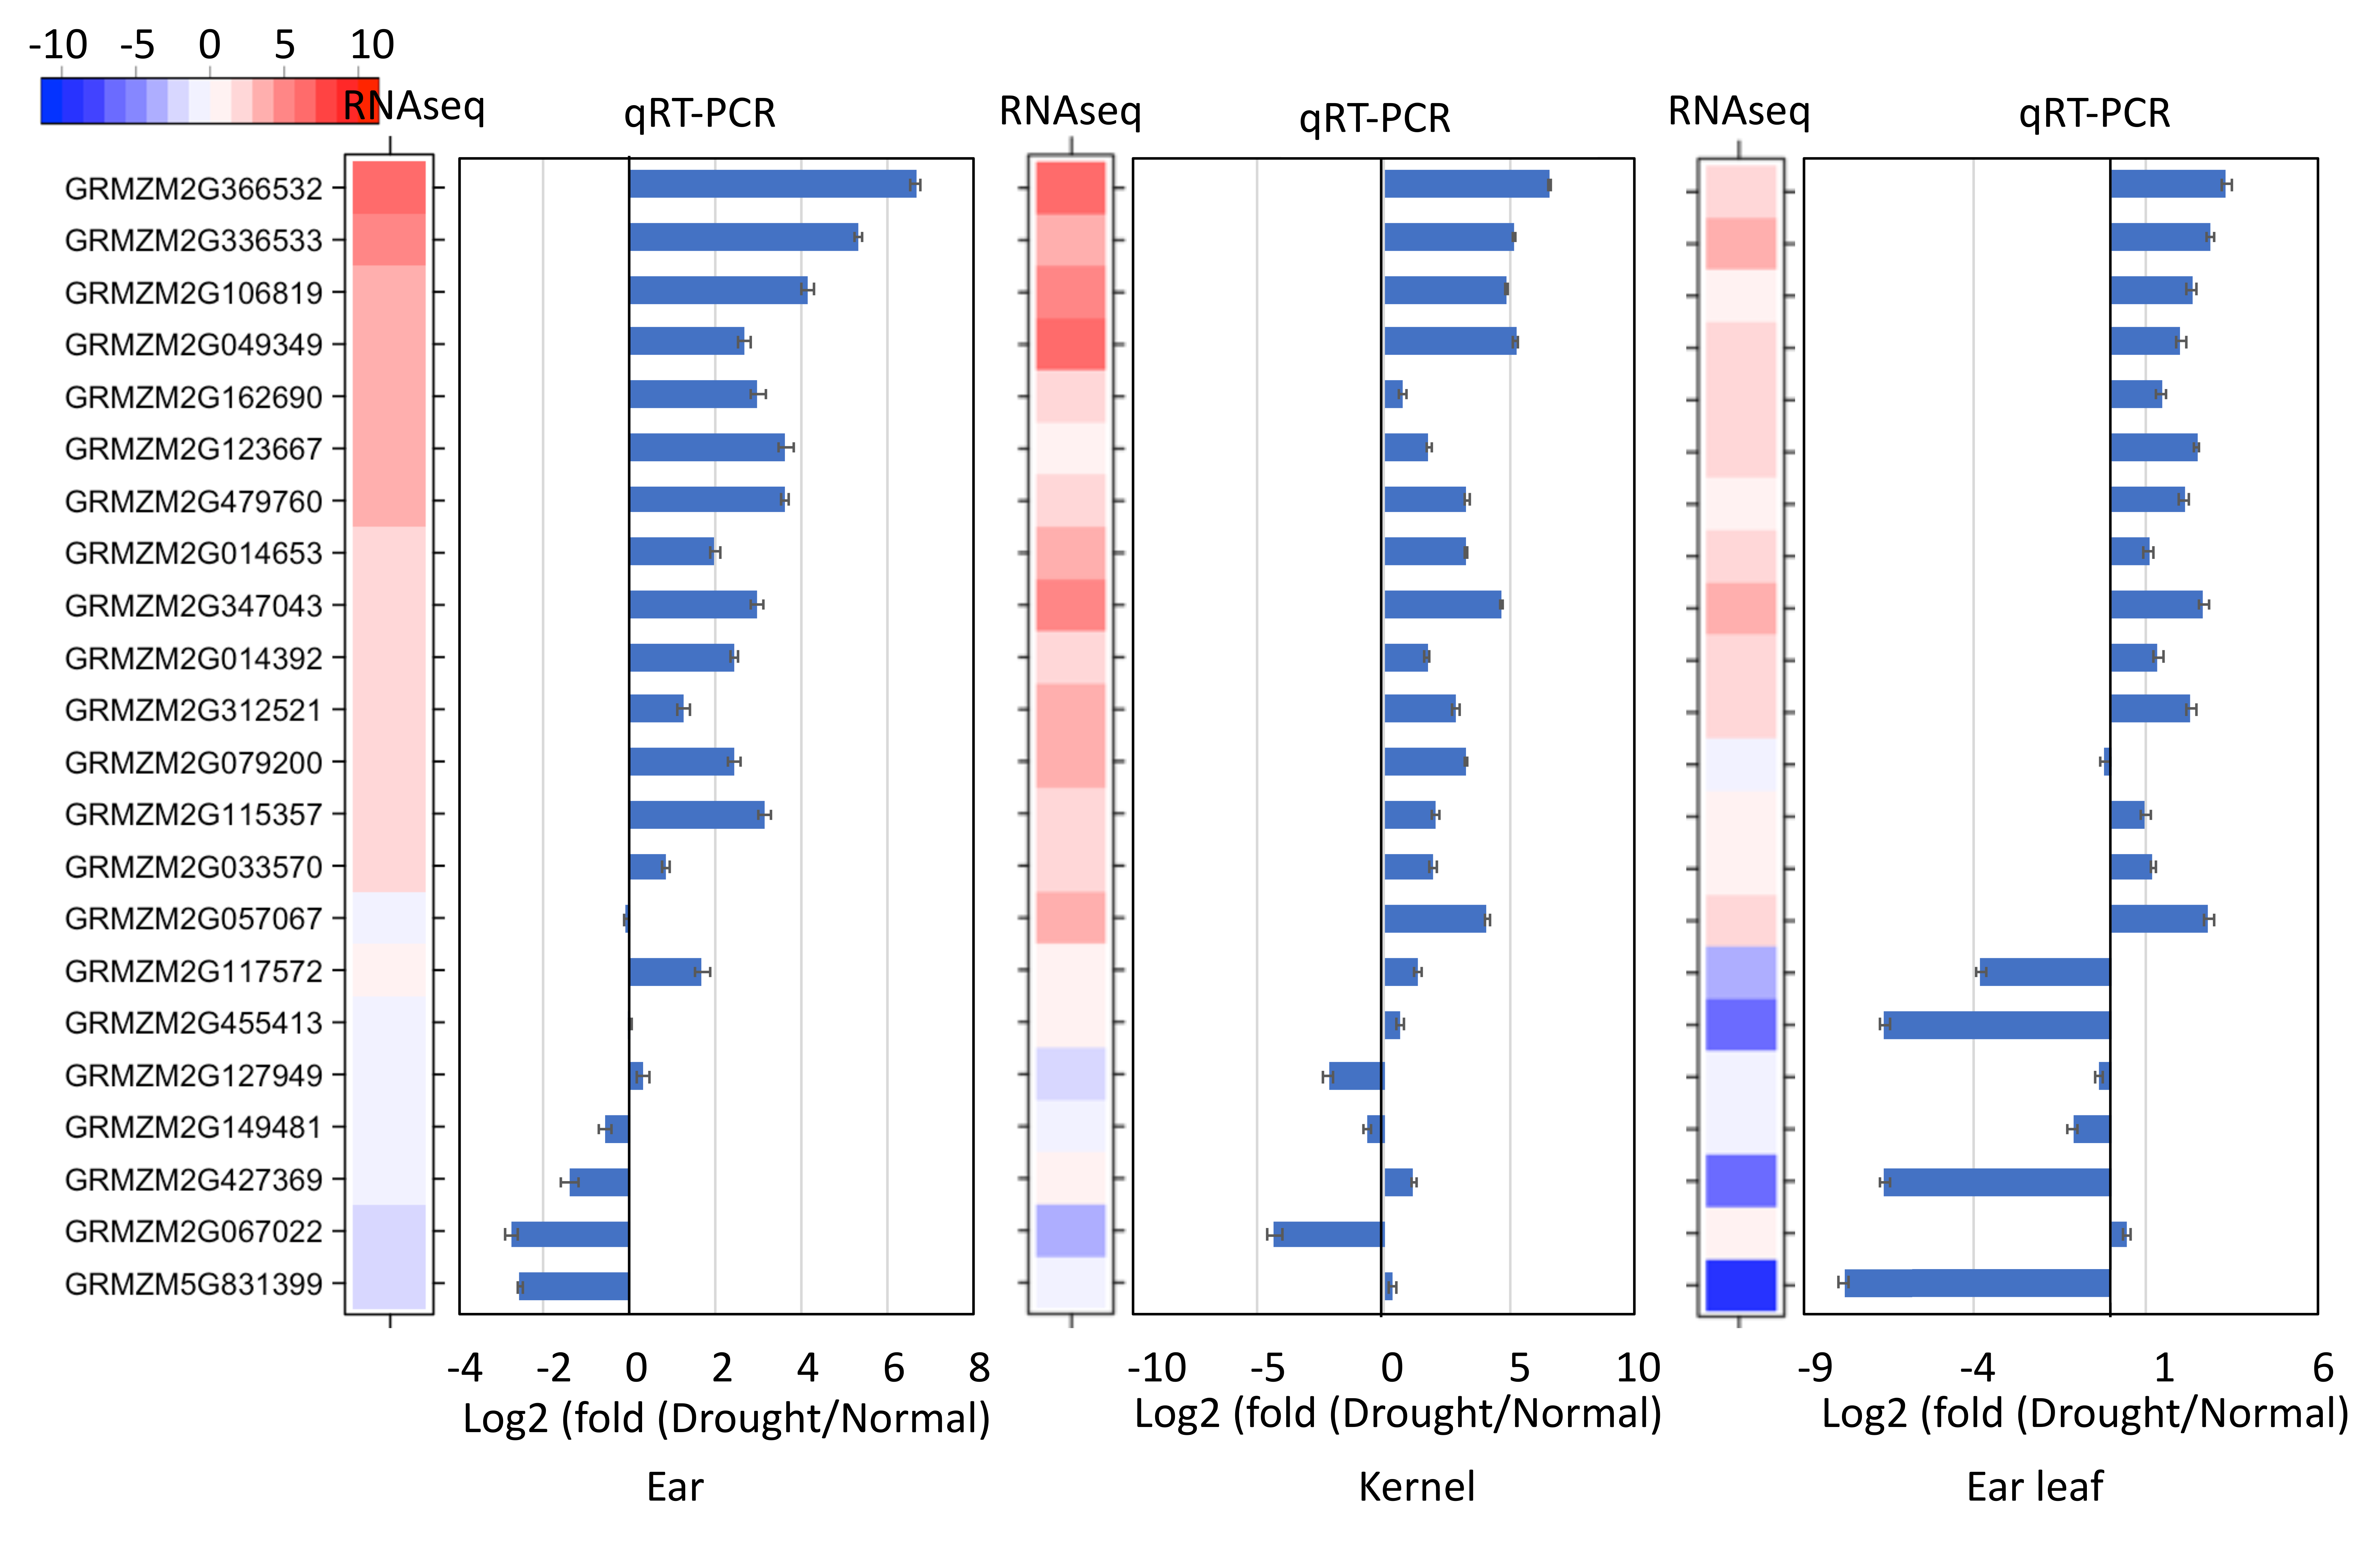

Fig. S2 Validation of DEG identified in RNAseq by using real-time RT-PCR­­

The left heatmap showed the log2 fold changes of the DEGs identified in RNAseq. And the bar graph were the result by using real-time RT-PCR. Log2 values (Drought/Normal control) were used to generate the plot. Expression levels of genes were analyzed by real-time RT-PCR, fold changes in transcripts were calculated by the 2-ΔΔCt method with maize *actin1* as an internal control and the values of normal conditions was set as 1 fold. Samples used were same as described in Figure2.

Fig. S3 The flow-chart of the RNA-sequencing experimental process and bioinformatics analysis pipeline from BGI (BGI Genomics)

Flow-chart showed the steps for the experimental and bioinformatics analysis pipeline. The total RNA samples are first treated with DNase I to degrade any possible DNA contamination. Then the mRNA is enriched by using the oligo(dT) magnetic beads. Mixed with the fragmentation buffer, the mRNA is fragmented into short fragments. Then the first strand of cDNA is synthesized by using random hexamer-primer. Buffer, dNTPs, RNase H and DNA polymerase I are added to synthesize the second strand. The double strand cDNA is purified with magnetic beads. End reparation and 3’-end single nucleotide A (adenine) addition is then performed. Finally, sequencing adaptors are ligated to the fragments. The fragments are enriched by PCR amplification. During the quality control (QC) step, Agilent 2100 Bioanaylzer and ABI StepOnePlus Real-Time PCR System are used to qualify and quantify of the sample library. The library products are ready for sequencing via Illumina HiSeq^TM^ 2000.

Primary sequencing data that produced by Illumina HiSeq^TM^ 2000, called as raw reads, is subjected to QC that determine if a re-sequencing step is needed. After QC, raw reads are filtered into clean reads which will be aligned to the reference sequences. QC of alignment is performed to determine if re-sequencing is needed. The alignment data is utilized to calculate distribution of reads on reference genes and mapping ratio. If alignment result passes QC, we will proceed with downstream analysis including gene expression and deep analysis based on gene expression (PCA/correlation/screening differentially expressed genes and so on). Further, we also can perform deep analysis based on DEGs (We use 'FDR ≤ 0.001 and the absolute value of Log2Ratio ≥ 1' as the threshold to judge the significance of gene expression difference), including Gene Ontology (GO) enrichment analysis, pathway enrichment analysis, cluster analysis, protein-protein interaction network analysis and finding transcription factor.

Table S1 Agronomic traits of maize plants grown under control or drought stress conditions at different developmental stage in the fields

| Conditions | Ear length (cm) | Ear width (cm) | Weight per ear (g) | Ear row number | Grain numbers per row | Hundred- grain dry weight (g) | Yield (kg/plot) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Control | 12.36±0.33 | 3.67±0.25 | 59.75±1.51 | 14.00±0.00 | 22.33±0.94 | 20.33±0.13 | 2.31±0.03 |
| Drought stress at the V9 stage | 10.01±0.45** | 3.46±0.09 | 39.23±2.92** | 12.00±0.00** | 17.33±0.94** | 22.56±0.22* | 1.57±0.06** |
| Drought stress at the 5DAP stage | 11.77±0.31 | 3.21±0.08* | 50.38±0.32** | 14.00±0.00 | 21.00±1.63 | 17.38±0.41** | 2.01±0.05** |

Data were form field experiments. All the plants were grown under natural conditions, normal nutrients, well-watered soil until the designated stages. Two different drought stress treatments (5 days drought stress at the V9 stage and 5DAP stage) and a normal control were performed. After re-watering, the plants were grown to maturity under suitable conditions, and then the agronomic traits were determined. Three biological repeats were sampled for a treatment, and each repeat contained organs from 4 plants. Values are the means of the replicates ± sd. * was statistical significance with P<0.05, and ** was statistical significance with P<0.01 by using a t-test.

Table S2 The overall of the RNAseq used in this paper

How the deposited data were processed for this re-analysis (not part of the article)

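The 12 libraries came from the ear at V9 and from the ear leaf and the kernel at 5 days after pollination, each from watered plants and from plants kept at a soil water content of 14.0% to 15.0% for 5 days, with 2 libraries per organ and treatment. The authors enriched mRNA with oligo(dT) beads, sequenced it on an Illumina instrument, filtered the reads and aligned them to reference sequences. The expected counts, as deposited by the authors, are estimated numbers of reads per gene that were not normalized, with fractions where reads were shared between genes or isoforms. The FPKM values, as deposited by the authors, are the same estimates divided by gene length and by the number of mapped reads. The paper's text does not name the aligner, the counting program or the annotation. Genes without reads are left out of each library's list, and a gene listed in any library was given 0 where it was not listed, which gave 34423 genes.

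Expected counts were rounded to whole numbers, and 34238 genes then had at least 1 count in some library. The rounded counts were scaled with TMM factors and fitted with edgeR 4.0.16 in R 4.3.3 as 1 group-means model of 6 groups. The filter filterByExpr on the 6 groups kept 26089 genes. Drought was tested against control in each organ with the quasi-likelihood F test, and p was adjusted over the tested genes by the method of Benjamini and Hochberg. The criteria were an adjusted p under 0.001 and an absolute log2 fold change of at least 1. Differences of the drought effect between organs were tested as interaction contrasts in the same model, at an adjusted p under 0.05. The common biological coefficient of variation was 0.062, with 6 residual and 20.0 prior degrees of freedom.

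The genes named in the text are every gene that the Results name by identifier, in the organs for which they are named, and for each organ the 2 largest rises and the 2 largest falls among DEGs in which every drought library lay beyond every control library. Genes of the supplementary tables were summarised as lists, and those named beyond this rule were picked out after their values were seen. The lists by heading follow the headings of Tables S3, S4, S5 and S7. Smaller families within a heading, and the division of photosynthesis genes by the genome of their best hit, were put together from the Arabidopsis symbols in those tables. The named genes, the main model, its criteria and the alternatives were chosen before the data were examined, apart from those said to be added later.

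Rounded totals lay between 3429219 and 5452598 counts. At 3 counts, the floor used for lower bounds, a gene had between 0.466 and 1.31 CPM. The replicate numbers come from the authors' sample labels, and same-numbered control and drought libraries are different plants. The ear leaf and the kernel were sampled at the same stage, and whether their libraries come from the same plants is not stated in the paper. The interaction test treats them as independent. The chi-square per gene between replicates was computed over genes with an average of at least 20 counts.

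The alternatives were DESeq2 1.42.0 with its size factors and Wald test, each organ fitted alone, library size without TMM factors, no filter on low counts, a mean of at least 10 counts, an adjusted p under 0.05, a test against a log2 fold change of 1, Fisher's exact test on the summed counts of each group, limma 3.58.1 with a trend on log2(FPKM + 1) or log2(FPKM + 0.1), the ratio of mean FPKM plus 0.01, the replicate number as a block, and leaving out each library in turn. With 2 libraries per group, leaving out a library leaves a group of 1, and no p is given there. The interaction with library size scaling, and the photosynthesis genes with a plastid best hit without either control ear leaf library, were added after seeing the data.

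The model was tested on simulated data with 26089 genes, of which 200 in each organ were changed 4-fold or 8-fold among genes with an average of at least 20 counts in that organ. With these genes, which are easier to detect than genes with fewer counts, the criteria recovered 199 of 200 in the ear, 195 in the ear leaf and 198 in the kernel, with 0 false calls in each organ. Each simulated gene had the same dispersion in every group. In the real data the biological coefficient of variation was 0.107 in the control ear leaf and 0.0906 in the control kernel. In the other groups it lay between 0.0184 and 0.0308. The simulation therefore cannot show how many false calls such unequal spread gives. The standard errors were first computed as the absolute log2 fold change divided by the square root of the F statistic, which made them too small for large changes in genes with few counts. They were replaced, after the values were seen, by those of the fitted model, which enter no call and no p value. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

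The planned test of whole gene families was not run, because the reference table has no product descriptions and matched 53.8% of the gene identifiers. The result for 1 gene withheld for evaluation is not reported here. Enrichment of GO terms, sequence motifs, RT-PCR, transcripts and phenotypes were not analysed here.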

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

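Of the tests in this part, library size scaling of the interaction was chosen only after the data were seen.

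The drought effect differed between organs for 9360 genes in the comparison of the ear leaf with the ear, 10244 in that of the kernel with the ear and 11957 in that of the kernel with the ear leaf, by the interaction test at an adjusted p under 0.05. The ear was collected at V9 and the other organs at 5 days after pollination, so the comparisons with the ear do not separate organ from stage.

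Among named genes, 31 pairs of organs were tested and 21 differed. Their adjusted p lay between 1.1e-17 and 0.026 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For the kernel minus the ear leaf, DESeq2's Wald test gave adjusted p of 0.0628 for NCED9 and 0.0733 for NAC047, so these were not found there. With the replicate number as a block, GRMZM2G336533 passed for the ear leaf minus the ear and for the kernel minus the ear leaf. The following differences are of log2 fold changes. For the NAC002 homolog GRMZM2G014653 the ear leaf minus the ear gave -1.13 (SE 0.17), the kernel minus the ear 1.78 (SE 0.19) and the kernel minus the ear leaf 2.91 (SE 0.12). For the ATAF2 homologs, the kernel minus the ear gave 2.86 (SE 0.18) and the kernel minus the ear leaf 2.59 (SE 0.15) in GRMZM2G347043, and the ear leaf minus the ear -1.87 (SE 0.50) and the kernel minus the ear -1.77 (SE 0.52) in GRMZM2G123667. The β-Ohase 1 gene GRMZM2G382534 gave 2.74 (SE 0.37) for the ear leaf minus the ear, -0.65 (SE 0.24) for the kernel minus the ear and -3.40 (SE 0.33) for the kernel minus the ear leaf. The heat shock factor gene GRMZM2G105348 gave -5.15 (SE 0.45) for the ear leaf minus the ear and 5.69 (SE 0.48) for the kernel minus the ear leaf, and GRMZM2G098696 gave -0.79 (SE 0.24) for the kernel minus the ear.

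For the kernel minus the ear, the AUX1-like gene GRMZM2G067022 gave -1.84 (SE 0.57). For the kernel minus the ear leaf, the A-ARR genes gave 4.46 (SE 0.48) in GRMZM2G096171, 3.01 (SE 0.64) in GRMZM2G179827 and 0.99 (SE 0.29) in GRMZM2G129954, and NCED9 (GRMZM2G014392) gave 0.76 (SE 0.26). NAC047 (GRMZM2G134073) gave 2.21 (SE 0.24) for the ear leaf minus the ear, 2.68 (SE 0.24) for the kernel minus the ear and 0.47 (SE 0.16) for the kernel minus the ear leaf, and its drought effect had opposite signs in the ear and in each of the other organs.

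Technical explanations were weighed for the 21 differences. With library size scaling, 3 of them lost their sign or their adjusted p under 0.05. These are the kernel minus the ear leaf for NCED9 (0.22), for GRMZM2G129954 (0.45) and for NAC047 (-0.07). The other 18 kept both. Among the named pairs that had not differed, this scaling brought GRMZM2G098696 for the kernel minus the ear leaf (-0.70) under the limit. It did the same for GRMZM2G347043 for the ear leaf minus the ear (0.51). This scaling moved every difference of the same pair of organs by nearly the same amount, and the 3 are the smallest for the kernel minus the ear leaf, so the result reflects the size of the differences and says nothing on scaling in a single gene. For the explanation that 1 library made a difference, 0 of the 21 changed sign when a library was left out. Reads shared between gene copies were weighed only through whether expected counts were whole numbers in every library, as they were for GRMZM2G105348, GRMZM2G096171 and GRMZM2G129954. For the other genes this explanation is not excluded. RNA from other tissues in a dissected organ was not tested, so none of the differences is called biological here.

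The following genes lie outside those that the paper discusses and were the largest changes among DEGs under the rule for named genes. In the ear, GRMZM2G154747 rose (9.65 on the log2 scale, at least 39.3-fold) and GRMZM2G070394 fell (-7.86, at least 11.8-fold lower). In the ear leaf, GRMZM2G168365 (12.10, at least 96.6-fold) and GRMZM2G056369 (11.89, at least 83.7-fold) rose, and AC208915.3 (-10.87, at least 65.8-fold lower) and GRMZM2G426922 (-9.86, at least 33.9-fold lower) fell. In the kernel, GRMZM2G033179 rose (11.74, at least 169-fold) and GRMZM2G042181 fell (-9.11, at least 393-fold lower). In each case both drought libraries lay beyond both control libraries, and the libraries of 1 treatment held at most 3 counts, so the folds are lower bounds. For all but GRMZM2G042181 these libraries held 0 counts, and the log2 values there have no limit. Of these 8 genes, 5 had expected counts that were not whole numbers in some library, so that reads shared between gene copies are not excluded for them. GRMZM2G154747, GRMZM2G056369 and GRMZM2G042181 had whole counts in every library.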

How the results depend on the processing

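The alternatives with library size scaling of the interaction, and without either control ear leaf library for the photosynthesis genes with a plastid best hit, were the tests chosen after the results were seen.

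The number of DEGs in the ear was 1888 and became 2967 with an adjusted p under 0.05, 590 with the test against a log2 fold change of 1 and 1123 with limma on log2(FPKM + 0.1). With the test against a log2 fold change of 1, the ear leaf had 2097 DEGs in place of 4259 and the kernel 3766 in place of 7078. The 350 DEGs shared by the 3 organs became 229 with each organ fitted alone, 606 with an adjusted p under 0.05 and 103 with the test against a log2 fold change of 1. On simulated data, the fits of each organ alone recovered 149 of 200 changed genes in the ear, 195 in the ear leaf and 172 in the kernel, and the test against a log2 fold change of 1 recovered 168, 171 and 182, against 199, 195 and 198 with the main model, so that lower power may account for part of the smaller counts.

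The other alternatives gave counts within 1.5 times of the main counts, between 1478 and 2542 in the ear, 3516 and 5771 in the ear leaf, and 5305 and 8612 in the kernel. The genes themselves were partly other ones, since library size scaling shared 3429 of the 4259 DEGs of the ear leaf and 6421 of the 7078 of the kernel. The split by direction depended on scaling in the ear leaf, where library size scaling gave 3099 higher and 1568 lower DEGs against 1861 and 2398, and in the kernel, with 2907 and 4458 against 3564 and 3514.

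Genes that changed at least 2-fold numbered from 4961 to 5023 in the ear, from 8442 to 8877 in the ear leaf and from 9831 to 9890 in the kernel across the 4 fits of each organ that each left out 1 library, against 4700, 8130 and 9633 with all libraries.

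The lists from the paper's tables kept counts within 1.5 times of the main ones under DESeq2, single-organ fits, library size, the looser p and Fisher's exact test for nucleosome genes (30), cell division genes (27 to 29), auxin genes (52 to 58), glycolysis and TCA genes (70 to 82), photosynthesis genes (72 to 82) and the genes of Table S3 in the 3 organs (91 to 111). The 10 photosynthesis genes with a plastid best hit that passed became 3 with DESeq2 and 6 with the ear leaf fitted alone. Their median log2 fold change was -4.67, and was -0.27 without ear leaf control replicate 2 and -5.72 without ear leaf control replicate 1.

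Of the 98 named values, 94 kept their direction and their side of the criteria with DESeq2 and 4 were weaker, which are GRMZM2G063126, GRMZM2G040481 and GRMZM2G426922 in the ear leaf and GRMZM2G070394 in the ear. With each organ fitted alone, 95 stayed, 1 was weaker and 2 were stronger, and with library size 90 stayed, 1 was weaker and 7 were stronger. With a library left out, 382 of 392 values stayed within the spread between replicates and 10 moved. With 2 libraries per group, the group is then the other replicate alone, so staying within that spread is nearly given and shows no stability. The ratio of mean FPKM moved 59 of the 98 by more than that spread. No named value changed direction under any of these alternatives. Of 77 list counts, the others included, 3 moved by more than 1.5 times with DESeq2, 2 with each organ fitted alone and 1 with Fisher's exact test.

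The interaction counts were 9360 for the ear leaf and the ear, 10244 for the kernel and the ear and 11957 for the kernel and the ear leaf. DESeq2 gave 8128, 8657 and 10731, and library size 9836, 10987 and 13217. The split by direction depended on scaling. For the ear leaf minus the ear, 4232 differences were positive and 5128 negative, against 6047 and 3789 with library size. For the kernel minus the ear, 4937 and 5307 became 3137 and 7850, and for the kernel minus the ear leaf 6656 and 5301 became 4001 and 9216.

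With the replicate number as a replicate block, the ear had 1969 DEGs, the ear leaf 4306, the kernel 7102 and the 3 organs together 352, the interaction counts were 9228, 10196 and 11817, and all 98 named values stayed on their side of the criteria. The interaction calls of the ATAF2 homolog GRMZM2G336533 changed. For the ear leaf minus the ear its adjusted p went from 0.116 to 0.018. For the kernel minus the ear leaf it went from 0.122 to 0.0176 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Same-numbered libraries did not deviate together, with correlations of 0.026 in the ear, -0.053 in the ear leaf and 0.037 in the kernel. Between the ear leaf and the kernel, which may share plants, the correlation of same-numbered libraries was -0.00025 in the control and -0.054 under drought, a check added after seeing the data.

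The alternatives planned for the test of whole gene families (the rotation test, library size and the block) were not run, because that test was not run. The depth of control ear leaf replicate 2, with 3429219 counts, limits the ear leaf, where 3 counts in that library stand for 1.31 CPM and folds against genes near this level are lower bounds.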

Differences from the paper's values

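No test in this part was chosen only after a result was seen, except where a sentence says so.

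For the ear leaf, 2398 DEGs were lower under drought against the paper's 1402. Of the alternatives set before the data were examined, library size scaling (1568), the test against a log2 fold change of 1 (1166), Fisher's exact test on summed counts (1866), and limma on log2(FPKM + 1) (1376) and on log2(FPKM + 0.1) (1053) came within 1.5 times of the paper's count. For the DEGs higher under drought in the ear leaf, 1861 in the main fit against the paper's 2357, the test against a log2 fold change of 1 (931) and Fisher's exact test (3581) did not come within 1.5 times, and the former gave 2097 DEGs in total against the paper's 3759. DESeq2 (2294), each organ fitted alone (2182), no filter on low counts (2384), a mean of at least 10 counts (2350), the replicate block (2424) and an adjusted p under 0.05 (3172) did not.

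The fold change of GRMZM2G096171 in the ear leaf was 0.0180 against the paper's 0.03. With library size scaling it was 0.0229, as the ratio of mean FPKM plus 0.01 it was 0.0293 and without ear leaf drought replicate 2 it was 0.0237, which do not differ from the paper's value by the same measure. DESeq2 (0.0177), the ear leaf fitted alone (0.0188), the replicate block (0.0182) and the fits without ear leaf control replicate 1 (0.0198), control replicate 2 (0.0168) or drought replicate 1 (0.0122) of GRMZM2G096171 did not close the gap.

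Of the 1562 values that the paper's tables give for DEGs, 1414 were called with the same direction and 148 were not called, which are 21 of 240 in the ear, 57 of 389 in the ear leaf and 70 of 933 in the kernel. Among the 148 are IAA27 (GRMZM2G147243, -0.88) and IBR1 (GRMZM2G041694, -0.66) in the kernel and HSP101 (GRMZM2G360681, 0.71) in the ear leaf. Of the 148, library size scaling called 121, Fisher's exact test 135, limma on log2(FPKM + 1) 97 and on log2(FPKM + 0.1) 88, an adjusted p under 0.05 24, each organ fitted alone 24, no filter 14, DESeq2 11, the replicate block 10 and a mean of at least 10 counts 1. The test against a log2 fold change of 1 called 0. The paper's log2 values lay above those found here by a median of 0.10 in the ear and 0.34 in the ear leaf, and differed by -0.20 in the kernel.

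The ratio of the mean FPKM of each group reached the paper's table values most closely. With the planned addition of 0.01 to both means, 1461 of the 1562 values (93.5%) were within 0.02 of the paper's. With a mean of 0 replaced by 0.001 it was 1501 (96.1%), and with a mean of 0 replaced by 0.01 it was 1533 (98.1%). Both replacements were chosen after seeing the values, by trying settings until they matched the paper's tables, and are given for this reason only. With the main setting it was 11.

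The genes that the text names by identifier as changed and that were not called here are the following. IAA27 and IBR1 in the kernel, which the text names without an identifier, are given above. NAC047 (GRMZM2G134073) in the ear leaf (0.87), BRI1 (GRMZM2G048294) in the kernel (-0.90), ABF2 (GRMZM2G479760) in the ear leaf (0.92) and PIF3 (GRMZM2G062541) in the ear leaf (0.81) were called by library size scaling, Fisher's exact test and both limma fits. The auxin efflux gene GRMZM2G050089 in the ear (0.98) was called by these and with the ear fitted alone. MPK6 (GRMZM2G002100) in the ear leaf (0.998) was called by these, with the ear leaf fitted alone and without the filter on low counts. CUC2 (GRMZM2G139700) in the ear (-1.31) was called by the adjusted p under 0.05 and by Fisher's exact test, and the A-ARR gene GRMZM2G319187 in the kernel (-0.90) by library size scaling and by Fisher's exact test.

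The paper speaks of a lower level of PIF3 for both of its genes in the ear leaf, and GRMZM2G062541 was higher here (0.81), in the same direction as the paper's printed fold. It describes PetF (GRMZM2G063126) as the photosynthesis gene that alone rose in the ear leaf, and PSB29 (GRMZM2G033493), listed in its Table S7, rose as well (1.66). It gives genes for trehalose synthesis as largely induced in the 3 organs, and TPS1 (GRMZM2G001304) had log2 fold changes of -5.21 in the ear leaf and -3.56 in the kernel. It gives GRMZM2G045057 as both LAX1 and LAX2, while its Table S5 lists GRMZM2G045057 and GRMZM2G129413 as LAX2, and the latter had -2.83 here. It counts 12 PP2C genes as upregulated by drought, in its account of the responses shared by the organs. Of the 13 listed, 10 passed here in the 3 organs at once, but the paper does not say that all 12 rose in each organ. Of the 8 SAUR genes that it counts as changed in the ear leaf, 5 passed here.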

Other observations

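The tests of plastid RNA in a control library and of the summed pair of gene copies were chosen only after their results were seen, and the count of each gene once in the test of shared reads replaced a count over conditions that had been seen.

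The photosynthesis genes with a plastid best hit were far more abundant in control ear leaf replicate 2 than in the other control library, and both libraries come from the same organ, stage and treatment, so no condition in the design gives a biological explanation. Plastid RNA in 1 control library is a candidate explanation for the lower level of most of them under drought, and without that library the median log2 fold change was -0.27. Without it, 3 of the 11 tested genes were still at least 2-fold lower. Overall, 39 genes were at least 8 times higher in control replicate 2 than in replicate 1, 9 of them among these photosynthesis genes, and 11 genes were at least 8 times higher in replicate 1. In the other pairs of replicates, between 5 and 11 genes were at least 8 times higher in either library.

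With library size scaling, more genes were higher than lower in the ear leaf and more were lower than higher in the kernel. Once the 100 genes with most counts were left out of the library totals, the median log2 fold change went from -0.195 to -0.0836 in the kernel and from 0.267 to 0.121 in the ear leaf. Only the kernel fell under the limit of 0.1 set before the test, but a similar part of the shift remained in both organs, so that abundant genes may explain part of it and not all. These 100 genes held 24.2% of the counts in the control and 15.6% in the drought ear leaf, and 10.7% and 17.4% in the kernel.

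GRMZM2G018553 had 164 and 1 counts in the drought ear leaves. Reads shared with GRMZM2G336533 are a candidate explanation, since the summed CPM of the pair differed by a ratio of 1.01 between these libraries. In the control ear leaves GRMZM2G018553 had 0 counts in both libraries, and the summed CPM still differed by a ratio of 2.02. In the ear and the kernel the ratio lay between 1.00 and 1.20. Over all 6 conditions, 169 genes differed at least 4 times between replicates in some condition, and 97.0% of them had expected counts that were not whole numbers in some library, against 58.3% of the 24435 other genes with at least 20 counts (Fisher's exact test with each gene counted once, p = 1.2e-31). Reads shared between gene copies may therefore underlie many of the largest differences between replicates.

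The control replicates of the ear leaf and of the kernel differed more than those of the other pairs. Gene length bias was tested by scaling the replicates within 10 groups of genes by length, and the chi-square per gene was then 3.82 in the control ear leaf and 2.82 in the control kernel, closer to the values before this scaling than to those of the drought pairs. Both libraries of each pair share organ, stage and treatment, and no biological explanation was tested.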
